# HDAC2 targeting stabilizes the CoREST complex in renal tubular cells and protects against renal ischemia/reperfusion injury

**DOI:** 10.1038/s41598-021-88242-3

**Published:** 2021-04-27

**Authors:** David D. Aufhauser, Paul Hernandez, Seth J. Concors, Ciaran O’Brien, Zhonglin Wang, Douglas R. Murken, Arabinda Samanta, Ulf H. Beier, Lauren Krumeich, Tricia R. Bhatti, Yanfeng Wang, Guanghui Ge, Liqing Wang, Shayan Cheraghlou, Florence F. Wagner, Edward B. Holson, Jay H. Kalin, Philip A. Cole, Wayne W. Hancock, Matthew H. Levine

**Keywords:** Acute kidney injury, Drug discovery and development

## Abstract

Histone/protein deacetylases (HDAC) 1 and 2 are typically viewed as structurally and functionally similar enzymes present within various co-regulatory complexes. We tested differential effects of these isoforms in renal ischemia reperfusion injury (IRI) using inducible knockout mice and found no significant change in ischemic tolerance with HDAC1 deletion, but mitigation of ischemic injury with HDAC2 deletion. Restriction of HDAC2 deletion to the kidney via transplantation or PAX8-controlled proximal renal tubule-specific Cre resulted in renal IRI protection. Pharmacologic inhibition of HDAC2 increased histone acetylation in the kidney but did not extend renal protection. Protein analysis demonstrated increased HDAC1-associated CoREST protein in HDAC2-/- versus WT cells, suggesting that in the absence of HDAC2, increased CoREST complex occupancy of HDAC1 can stabilize this complex. In vivo administration of a CoREST inhibitor exacerbated renal injury in WT mice and eliminated the benefit of HDAC2 deletion. Gene expression analysis of endothelin showed decreased endothelin levels in HDAC2 deletion. These data demonstrate that contrasting effects of HDAC1 and 2 on CoREST complex stability within renal tubules can affect outcomes of renal IRI and implicate endothelin as a potential downstream mediator.

## Introduction

Renal ischemia/reperfusion injury (IRI) is a common medical problem that contributes to acute kidney injury (AKI) in diverse clinical settings, including cardiovascular surgery, sepsis, trauma, and renal transplantation, and leads to increased costs, healthcare utilization, morbidity, and mortality^1–7^. In kidney transplantation, renal IRI is manifested as delayed graft function and affects up to 30% of transplant recipients^7–9^. Specific pharmacologic therapies for AKI do not exist.

Histone/protein deacetylases (HDAC) enzymes are a highly conserved family of proteins that regulate access of transcriptional machinery to promoter and enhancer sites on coiled chromosomal segments as a result of their regulation of histone acetylation. These ubiquitous enzymes also regulate the acetylation of > 1750 non-histone proteins, and form scaffolds for large, multi-molecular protein complexes^10–12^. HDAC proteins are active in a number of pathologic processes, including IRI, with pan-HDAC inhibitors showing benefit in reducing IRI in multiple tissues, including cardiac, cerebral, retinal, and renal ischemia^13–18^. Our previous work demonstrated the protective effects of a pan-HDAC inhibitor, Trichostatin-A, as well as a class I-specific HDAC inhibitor, MS-275, that inhibits HDAC1-3 but not HDAC8 in murine models of renal IRI^19,20^.

We now evaluated the individual roles of three class I HDAC enzymes (HDAC1, 2, and 3) during renal IRI as part of our ongoing efforts to develop therapies to mitigate functional impairment and renal fibrosis. HDAC1 and 2 have typically been viewed as functionally redundant due to their highly homologous structures^10^. Both proteins are located within the nucleus as constituents of nuclear coregulatory complexes (CoREST, NuRD and Sin3), extending their effects on gene expression beyond regulation of histone acetylation ^21–24^. In contrast, HDAC3 forms a canonical, deacetylase-dependent complex with NCoR1/NCoR2 and can be recruited to the nucleus by various transcription factors^25^, or can function via a non-canonical deacetylase-independent manner independently of NCoR1/NCoR2^26^. One relevant non-histone protein whose functions are regulated by class I HDACs is endothelin-1 (Edn1)^27^. Edn1 is a potent vasoconstrictor produced by endothelial cells and renal tubular epithelial cells and is known to mediate kidney injury and fibrosis^28–31^. The current studies explored the roles of class I HDACs during renal IRI and found that despite their structural homology these enzymes have contrasting actions that likely have therapeutic consequences for the management of AKI.

## Results

### Differential effects of IRI following HDAC1 versus HDAC2 deletion

Global germline deletion of HDAC1, 2 or 3 in mice leads to intrauterine or neonatal lethality^17,32^. Inducible, post-developmental HDAC deletion was therefore undertaken in mice bearing individual floxed HDAC genes and the CreER^T2^ transgene via tamoxifen injection^33^. Deletion was confirmed by Western blotting and immunoperoxidase staining of contralateral kidneys harvested during IRI experiments (Suppl. Fig. 1). Female mice were subjected to 28 min of warm IRI through unilateral microvascular clamping of the renal pedicle and contralateral nephrectomy under tight temperature control. This ischemic duration was selected after extensive calibration demonstrated reproducible severe but survivable renal injury among female, WT C57BL/6 (B6) mice^19^. Renal function was monitored by daily blood urea nitrogen (BUN) and creatinine (Cr) measurements for 4 days post-injury, and kidneys were collected for histologic examination and computerized fibrosis scoring with Sirius Red at 28 days post-op^19^. In experiments involving tamoxifen-induced gene deletion, WT B6 control mice were injected with tamoxifen on the same schedule as experimental mice.

Compared to WT B6 control mice, HDAC1-deficient mice (HDAC1-/-) did not show significant differences in renal function post-IRI (n = 10/group, Fig. 1a), nor did they have a significant increase in fibrosis at 28 days compared to WT B6, as assessed by quantitative Sirius Red staining (mean ± SEM of 6.3 ± 2.1% in HDAC1-/- vs. 6.0 ± 0.6% in WT, *p* = 0.84) (Suppl. Fig. 2a). In contrast, HDAC2-/- mice had a profound improvement in post-IRI renal function compared to controls (n = 17/group, *p* < 0.001, Fig. 1b). The magnitude of IRI protection in HDAC2-/- mice was further assessed by extending ischemic times beyond 28 min. HDAC2-/- mice tolerated up to 35 min of warm ischemia with similar impairment of renal function compared to control mice at 28 min of warm ischemia (n = 5/group; *p* = 0.26; Fig. 1c). HDAC2-/- mice receiving 28 min of warm ischemia had reduced renal fibrosis at 28 days (mean ± SEM of 3.3 ± 0.4% in HDAC2-/- vs. 6.6 ± 7.1% in WT, *p* = 0.003, Fig. 1d–e). While HDAC2-/- mice did not demonstrate a difference in expression of kidney injury marker 1 (Kim-1, *p* > 0.05, Fig. 1f), an adhesion molecule associated with post-injury regeneration^34–36^, they did demonstrate significantly decreased expression of neutrophil gelatinase-associated lipocalin (Ngal, *p* < 0.001, Fig. 1g), a biomarker of renal injury^37,38^. To assess whether the effects of HDAC2 depended on sex, male WT and HDAC2-/- mice were exposed to 15 min of warm IRI because of inferior ischemic tolerance previously observed in male mice^39^. HDAC2-deficient male mice demonstrated superior post-injury renal function compared to WT using this modified ischemia time (n = 5/group, *p* < 0.01) (Fig. 1h). Collectively, these studies showed that deletion of HDAC2 but not HDAC1 protected against IRI-induced renal injury.

**Figure 1:**
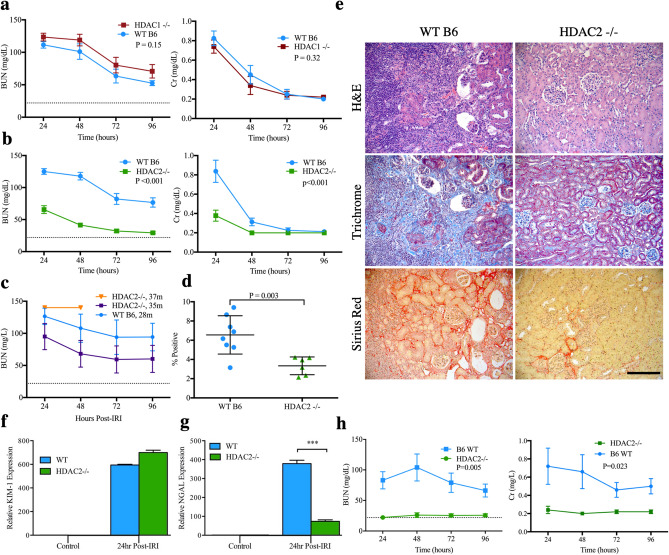
BUN and Cr after 28 min of warm IRI in WT female mice compared to (**a**) HDAC1-/- and (**b**) HDAC2-/- female mice. (**c**) BUN and Cr after extended IRI in HDAC2-/- female mice. HDAC2-/- mice exposed to 37 min of ischemia died from renal failure within 48 h of injury. Data are expressed as mean ± SEM (5 mice/group), and significance was determined with 2-way analysis of variance (ANOVA). Dotted line at BUN = 22 (and in subsequent panels of BUN data) reflects baseline BUN of WT C57BL/6 mice. (**d**) Computerized scoring of renal fibrosis at 28 days (Sirius Red staining); data are expressed as mean ± SD, and significance was determined by unpaired t-test, n = 8 WT, n = 6 H2-/- mice. (**e**) Representative hematoxylin and eosin (H&E), trichrome, and Sirius Red staining of kidneys collected 28 days after warm IRI from WT and HDAC2-/- mice, scale marker = 50 µM. Relative expression of (**f**) KIM-1 and (**g**) NGAL at baseline and 24 h following 28 min of warm IRI in WT B6 and HDAC2-/- kidneys; data are expressed as mean ± SD, and significance was determined by 2-way ANOVA, n = 3. (**h**) BUN and Cr following 15 min of warm IRI in HDAC2-/- and WT male mice; data are expressed as mean ± SEM (5 mice/group), and significance was determined by 2-way ANOVA.

### HDAC3 deletion in a transplant model

Mice with post-development whole-body deletion of HDAC3 developed lethargy and died by 2–3 weeks post-gene deletion, despite normal renal function. Complete postmortem examination and biochemical profiling of HDAC3-/- mice did not reveal a clear cause of death. This led us to test the effects of kidney-restricted HDAC3 deletion, by performing syngeneic kidney transplants between donor mice bearing floxed HDAC3 genes and the CreER^T2^ transgene and WT B6 recipient mice, or from WT B6 into WT B6 mice. Transplanted kidneys were allowed 2 week to recover from surgery before undergoing tamoxifen-induced gene deletion followed by standardized 25-min of warm ischemia by clamping the transplanted renal pedicle and undertaking bilateral native nephrectomy 2 week later (Fig. 2a). HDAC3-/- isografts exhibited similar renal injury (n = 5/group, *p* = 0.61, Fig. 2b) to WT B6 isografts, but had significantly increased fibrosis at 28 days (mean ± SEM of 26.8% ± 2.7% in HDAC3-/- isografts vs. 11.0% ± 1.1% in WT B6 isografts, *p* = 0.005, Fig. 2c); representative histologic data are shown in Suppl. Fig. 2b. Hence, renal deletion of HDAC3 did not protect against IRI.

**Figure 2:**
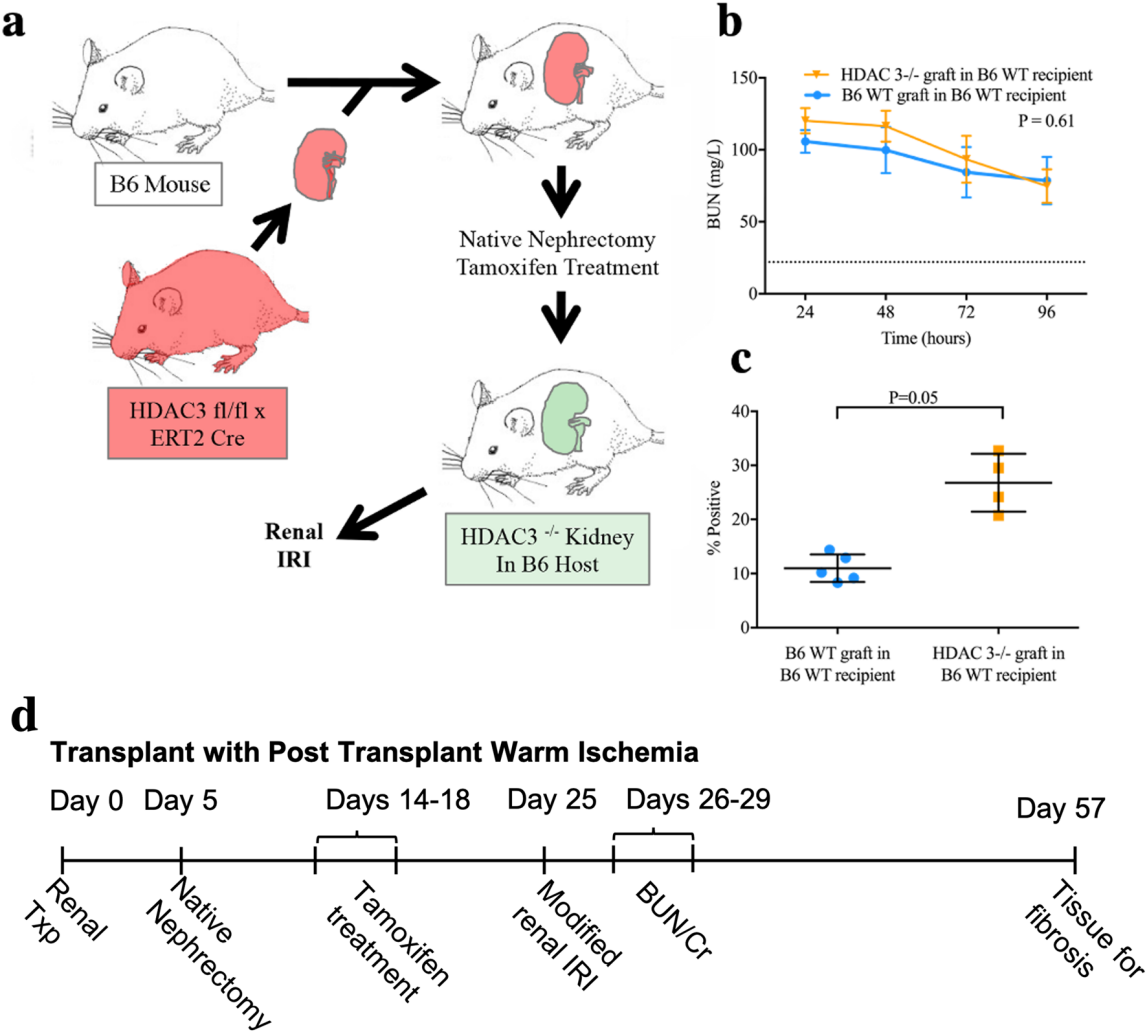
(**a**) Strategy for selective renal HDAC3 deletion prior to renal IRI: kidneys from B6 mice bearing floxed HDAC3 and CreER^T2^ transgenes were engrafted into WT B6 mice, followed by native nephrectomy and tamoxifen induction, and subsequently renal IRI. (**b**) BUN following 25 min of warm IRI in HDAC3-deleted renal isografts and WT renal isografts; data are expressed as mean ± SEM, and significance was determined by 2-way ANOVA (n = 5 mice/group). (**c**) Computerized scoring of renal fibrosis with Sirius Red staining at 28 days post-IRI in HDAC3- > WT (n = 4) and WT- > WT (n = 5) isografts; data were expressed as mean ± SD, and significance was determined by unpaired t-test. (**d**) Experimental timeline for renal transplant with IRI.

### Beneficial effects of renal HDAC2 deletion

We undertook renal transplantation to achieve tissue-restricted gene deletion and thereby assess whether the protection seen in HDAC2-/- mice was due to renal-intrinsic or renal-extrinsic factors. Kidneys were transplanted as isografts from mice bearing floxed HDAC2 genes and the CreER^T2^ transgene (HDAC2^fl/fl^) into WT mice, from WT B6 into HDAC2-/- mice, or from WT B6 into WT B6 mice. Gene deletion was induced by tamoxifen injection after recovery from transplantation, and as above, transplanted kidneys were subjected to 25 min of warm ischemia 2 week after gene deletion. WT B6 mice that received HDAC2^fl/fl^ isografts (n = 10) demonstrated significant improvement in warm IRI tolerance, with lower daily BUN levels over the 4 days post-ischemia, compared to HDAC2-/- mice that received WT B6 isografts (n = 5, *p* < 0.001) or WT B6 mice that received WT B6 isografts (n = 5, *p* = 0.03, Fig. 3a). WT B6 mice that received HDAC2^fl/fl^ isografts also showed a significant reduction in renal fibrosis at 28 days compared to the other groups (both *p* < 0.05, Fig. 3b). These data indicate that the site of protection induced by HDAC2 deficiency is intrinsic to the kidney.

**Figure 3:**
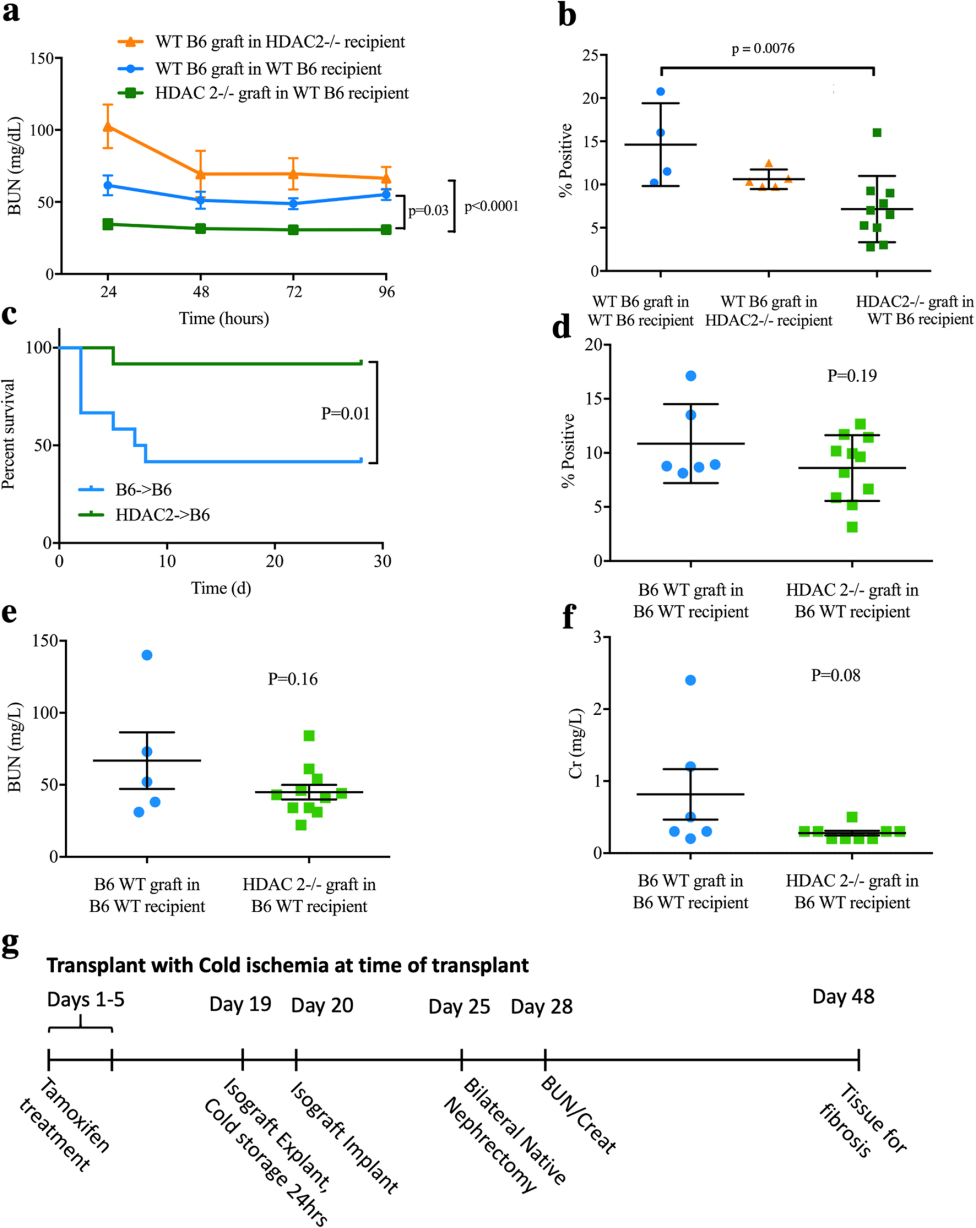
(**a**) BUN and (**b**) computerized scoring of renal fibrosis (Sirius Red stain) at 28 days in HDAC2-/- renal isografts in WT recipients (n = 10), WT B6 renal isografts in HDAC2-/- recipients (n = 5), and WT B6 renal isografts in WT recipients (n = 5). Data are expressed as mean ± SEM for (**a**) and mean ± SD for (**b**); significance was determined with 2-way ANOVA with Tukey’s post hoc test for (**a**), and with 1-way ANOVA with Tukey’s post hoc test for (**b**). (**c**) Survival after transplantation of HDAC2-/- or WT B6 renal isografts into a WT B6 recipient with 24-h cold ischemic times and bilateral native nephrectomy 5 days post-transplant; significance was determined by log-rank test (n = 12 mice/group at start). (**d**) Renal fibrosis with Sirius Red staining at 28 days among survivors; significance was determined using the unpaired t-test (n = 6 B6 WT in B6 WT and 11 HDAC2-/- in B6 WT). (**e**) BUN and (**f**) Cr at 8 days post-nephrectomy. (**g**) Experimental timeline for renal transplant with cold ischemia experiments.

### Cold ischemia protection by HDAC2 deletion

Protection from cold ischemia is particularly relevant in transplantation, where logistic and technical factors necessitate prolonged cold storage of organs. Accordingly, we tested the benefit of HDAC2 deletion by transplanting HDAC2-/- or WT B6 isografts subjected to cold ischemia at 4 °C while stored for 24 h in UW preservation solution. Mice underwent bilateral native nephrectomy 7 days post-transplant and renal function was monitored for 2 week. Recipients of HDAC2-/- isografts had superior survival compared to recipients of WT B6 isografts (n = 12 in each group at beginning of experiment, *p* = 0.01, Fig. 3c). Among survivors, there were no statistically significant differences in degree of fibrosis (*p* = 0.19, Fig. 3d) or altered renal function (*p* = 0.16, Fig. 3e, f). However, since more than 50% of the controls did not survive the peri-transplant period, the data in Fig. 3d–f reflect only the higher functioning survivors in that group; these metrics may understate the degree of long-term functional protection and fibrosis mitigation in HDAC2-/- isograft recipients.

### HDAC2 deletion reduces expression of endothelin and its receptors

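Kidney RNA of 12 mice was measured on GeneChip Mouse Gene 2.0 ST arrays, 1 array per mouse. The 4 groups held 3 mice each: WT and HDAC2-/- mice without ischemia, and WT and HDAC2-/- mice 4 h after 28 min of warm renal ischemia. Gene deletion had been induced with tamoxifen at 100 mg/kg on 5 days, which WT mice also received. The paper mentions no sham operation for mice without ischemia. Effects of anesthesia, surgery and removal of the other kidney therefore cannot be told apart from those of ischemia. The paper gives the tissue as whole kidney and the sample labels give renal cortex. For WT mice the labels give the genotype as wild type ERT2cre, and the paper describes WT B6 controls. The authors normalized the arrays by robust multiarray average (RMA) in Transcriptome Analysis Console 4.0, and the deposited values are on the log2 scale with 2 decimals, for 34472 probe sets. Array medians lay between 5.6 and 5.8. Arrays of a group correlated with each other at 0.984 to 0.994 across probe sets. From these values, 1 mean per group was fitted with limma, without further normalization or filtering, and p values were adjusted over all probe sets by the method of Benjamini and Hochberg. A probe set was called changed at an adjusted p under 0.05. The paper's text gives at least 2-fold and p under 0.05, and its methods name an adjusted p; a change of at least 2-fold at an unadjusted p under 0.05 was counted beside the calls. The median standard error (SE) of a log2 difference between 2 groups was 0.17, and the number of arrays limits this precision. Arrays were also simulated with the spread of these data and noise independent between probe sets, and changes were added to the ischemic HDAC2-/- group. There limma called 96.8% of changes of 2 on the log2 scale and 9.3% of changes of 0.5.
The probe set of Hdac2, the deleted gene, gave 7.92 ± 0.08 (SD, n = 3) in WT and 7.99 ± 0.41 in HDAC2-/- kidneys, and 8.01 ± 0.14 and 8.13 ± 0.18 at 4 h. Over both states, the arrays labelled HDAC2-/- differed from WT by 0.09 (SE 0.13, adjusted p = 0.999 from limma), and by -0.024 without HDAC2-/- replicate 3. The files do not give how much of this probe set lies in the deleted exons, so the value does not test the deletion, whose effect on the protein the paper shows in Suppl. Fig. 1.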

Since HDAC2 regulates chromatin remodeling and gene expression, we utilized microarray gene expression analysis of whole kidneys at 4 h post-ischemia when in WT mice HDAC2 was activated as shown by phosphorylation at serine 394 (Suppl. Fig. S3a)^40^. 

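Transcripts of several heat shock proteins, which refold damaged proteins, rose 4 h after ischemia in kidneys of both genotypes. Hspa1b, an inducible Hsp70, rose by 3.75 on the log2 scale in WT mice (SE 0.28, adjusted p = 4.17e-06 from limma) and by 3.20 in HDAC2-/- mice (SE 0.28, adjusted p = 1.55e-05 from limma), although its nearly identical paralog Hspa1a can share signal with it. Hsph1, a cofactor of Hsp70, rose by 3.62 in WT and 2.70 in HDAC2-/- mice. Hspb1, a small heat shock protein, rose by 2.76 and 2.98. Among the chemokines, Cxcl1, which attracts neutrophils, rose by 3.31 in WT and 2.84 in HDAC2-/- mice, and Ccl2, which attracts monocytes, rose by 2.08 and 3.14.
Of 25 measured genes in a list of heat shock proteins and cytosolic chaperones, fixed before the data were examined, 17 rose in WT mice and 13 in HDAC2-/- mice, and none fell at an adjusted p under 0.05 from limma. Without WT replicate 3, 1 fell in WT mice. Adjusted over the list alone, 20 rose and 1 fell in WT mice, and 15 rose and 1 fell in HDAC2-/- mice. None fell in WT mice without WT replicate 1 or ischemic WT replicate 1, or in HDAC2-/- mice without HDAC2-/- replicate 1 or 2 or ischemic HDAC2-/- replicate 2 or 3. Tested as a set against all other genes with camera, the list gave adjusted p = 0.0768 with an estimated correlation in WT mice and adjusted p = 0.0499 with an estimated correlation in HDAC2-/- mice, and the latter was above 0.05 without WT replicate 2 (0.0678) or 3 (0.0655), HDAC2-/- replicate 1 (0.0511), 2 (0.0578) or 3 (0.134), or ischemic WT replicate 2 (0.0853) or 3 (0.0686). In WT mice it was 0.0398 without ischemic HDAC2-/- replicate 1. Of 34 measured chemokine ligands, 8 rose and 3 fell in WT mice, and 5 rose and 1 fell in HDAC2-/- mice. Adjusted over the list alone, 10 rose and 4 fell in WT mice, and 6 rose and 3 fell in HDAC2-/- mice. Over all probe sets, 3 chemokines rose in HDAC2-/- mice without HDAC2-/- replicate 1 or 2 or ischemic HDAC2-/- replicate 1 or 3. In these mice, 2, 3 and 2 fell without WT replicate 3 and ischemic WT replicates 2 and 3. Over the list alone, 18 rose in WT mice without ischemic WT replicate 2, and 1 fell in HDAC2-/- mice without ischemic HDAC2-/- replicate 2. The chemokine set gave adjusted p = 0.462 and adjusted p = 0.47 with an estimated correlation.
Compared with ischemic WT kidneys, ischemic HDAC2-/- kidneys were lower in 17 and higher in 8 of the 25 heat shock genes, with a median log2 difference of -0.23, which was -0.14 without ischemic WT replicate 1, -0.13 without ischemic WT replicate 2 and -0.12 without ischemic HDAC2-/- replicate 3. None of these genes passed the test in limma, and 5 had an unadjusted p under 0.05. Adjusted over the list alone, 8 passed as lower without ischemic HDAC2-/- replicate 1, and 0 without ischemic HDAC2-/- replicate 2 or 3 or any ischemic WT replicate. The smallest p values belonged to Hspd1, a mitochondrial chaperonin, at -0.52 (SE 0.17, adjusted p = 0.713 from limma; -0.31 without ischemic WT replicate 2), and to Hspa8, the constitutive Hsc70, at -0.43 (SE 0.16, adjusted p = 0.72 from limma). Of the 34 chemokines, 24 were lower and 10 higher, with a median of -0.11. The count turned to 15 lower and 19 higher without ischemic WT replicate 1. Without ischemic WT replicates 1, 2 and 3 the median was 0.04, -0.23 and -0.18, and without ischemic HDAC2-/- replicates 1 and 2 it was -0.18 and -0.17. None passed the test in limma, and Ccl17 at -0.51 (SE 0.17) and Ccl20 at -0.54 (SE 0.19) were the 2 with an unadjusted p under 0.05. Ccl2 was on the other side at 0.49 (SE 0.34, adjusted p = 0.82 from limma), and at 1.06, 0.30 and 0.10 without ischemic WT replicates 1, 2 and 3. Adjusted over the list alone, 4 chemokines passed as lower without ischemic WT replicate 2 and 1 without ischemic HDAC2-/- replicate 1. Without ischemic WT replicate 1, 1 passed as higher. As sets, both lists gave adjusted p = 0.763 with an estimated correlation. With a correlation preset at 0.01, the adjusted p was 0.00814 for heat shock genes and 0.0471 for chemokines, and it was 0.791 for both from fry, which tests whether a set moves to one side. The response to ischemia of HDAC2-/- mice less that of WT mice had a median of -0.28 over the heat shock genes (adjusted p = 0.69 with an estimated correlation) and of -0.15 over the chemokines (adjusted p = 0.789 with an estimated correlation). The former was -0.18 without ischemic HDAC2-/- replicate 3. The latter was 0.13 and -0.27 without ischemic WT replicates 1 and 2, -0.10 without HDAC2-/- replicate 3, and -0.06 and -0.08 without ischemic HDAC2-/- replicates 2 and 3. Adjusted over the list alone, this difference passed below 0 for 2 heat shock genes without WT replicate 1 and 3 without ischemic HDAC2-/- replicate 1. It passed above 0 for 1 chemokine without ischemic WT replicate 1.
Of all probe sets, 3.41% changed by at least 2-fold at an unadjusted p under 0.05 between WT mice with and without ischemia, and 1.79% between HDAC2-/- mice with and without ischemia. The share was 0.183% between the ischemic groups of both genotypes and 0.0261% between the groups without ischemia. The former was 0.395% without ischemic WT replicate 3 or ischemic HDAC2-/- replicate 1. The latter was 0.0696%, 0.0841% and 0.0812% without WT replicates 1, 2 and 3 and 0.119%, 0.087% and 0.0725% without HDAC2-/- replicates 1, 2 and 3.

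**Figure D1:**
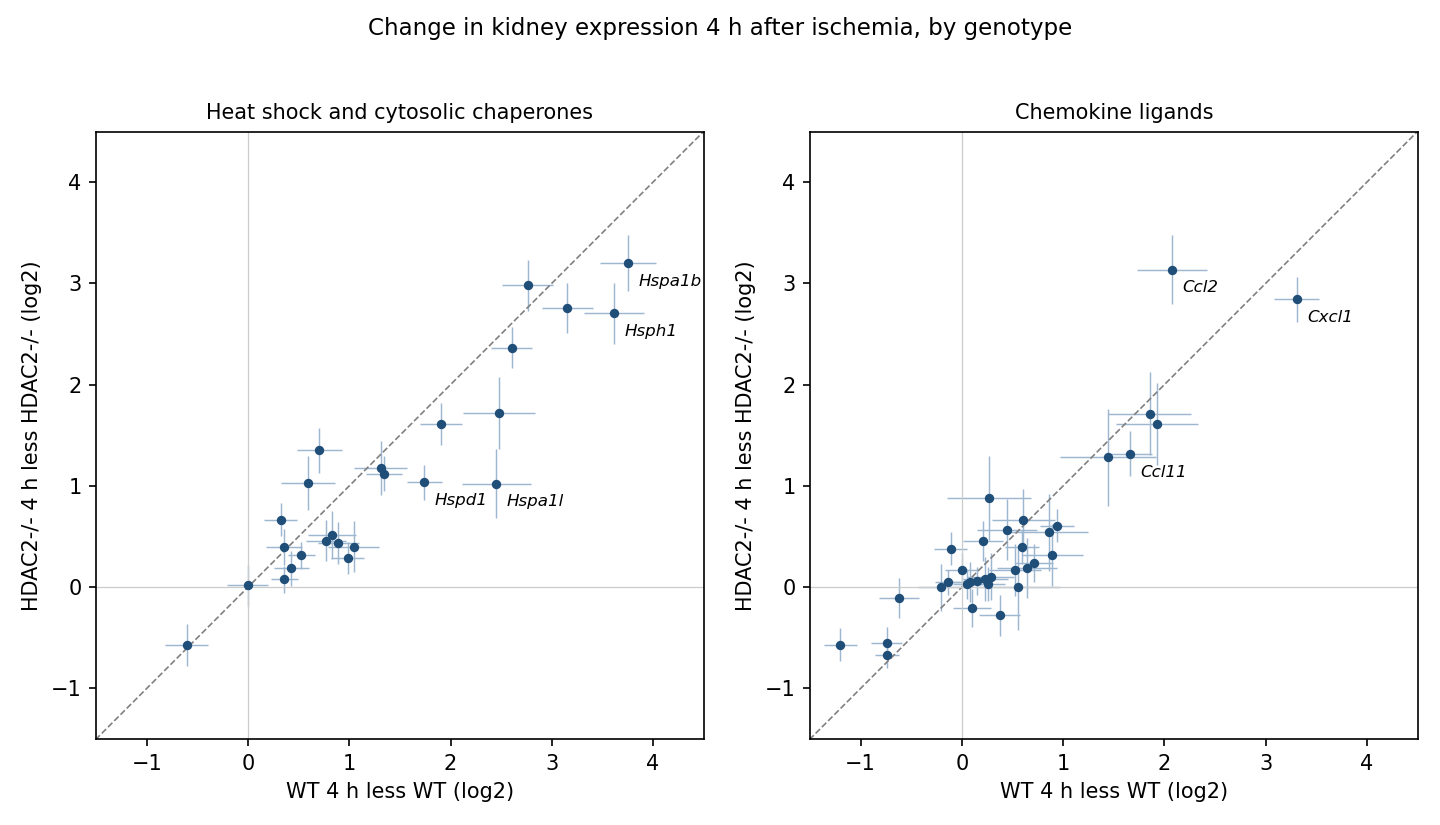
Log2 change from kidneys without ischemia to kidneys at 4 h, in WT mice on the horizontal axis and in HDAC2-/- mice on the vertical axis, for 25 heat shock and chaperone genes on the left and 34 chemokine ligands on the right. Points are genes, bars are 1 SE from limma with 3 arrays per group, and the dashed line marks equal change; 18 of the 25 heat shock genes lie below it and 7 above, and 21 of the 34 chemokines lie below it and 13 above.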

While differential expression (twofold change, *p* < 0.05 ANOVA) affected only 0.05–3.68% of all transcripts (Suppl. Fig. S3b), changes included decreased heat shock and chemokine responses in IRI HDAC2-/- mice (Suppl. Fig. S3c). 

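Edn1 encodes endothelin-1, a peptide that constricts blood vessels. Its probe set, 17286830, gave 6.1 ± 0.10 (SD, n = 3) on the log2 scale in WT kidneys without ischemia and 7.1 ± 0.51 (SD, n = 3) in WT kidneys at 4 h. In HDAC2-/- kidneys it gave 5.7 ± 0.30 (SD, n = 3) without ischemia and 6.3 ± 0.49 (SD, n = 3) at 4 h. Edn1 rose 2.06-fold in WT mice, by 1.04 on the log2 scale (SE 0.26, adjusted p = 0.0172 from limma, and 0.00516 adjusted over the list alone for 7 measured genes of the endothelin system). The paper singled out Edn1 on these same arrays. Values adjusted over this list alone leave out that choice and are not independent evidence. Every ischemic WT array was above every WT array without ischemia (two-sided exact permutation test, p = 0.1, the smallest that 3 arrays against 3 allow). In HDAC2-/- mice the difference was 0.62 (SE 0.26, adjusted p = 0.242 from limma, 0.0602 adjusted over the list alone), the arrays overlapped, and the exact permutation p was 0.2; without ischemic HDAC2-/- replicate 1 the difference was 0.35. Adjusted over the list alone, it passed without ischemic WT replicate 2 (0.0348) or ischemic HDAC2-/- replicate 2 (0.0387). The list-alone value rose to 0.23 without ischemic HDAC2-/- replicate 1 and to 0.193 without HDAC2-/- replicate 3.
Ischemic HDAC2-/- kidneys lay 0.82 below ischemic WT kidneys, at -0.82 (SE 0.26, adjusted p = 0.713 from limma, 0.0536 adjusted over the list alone). The arrays of these groups overlapped (two-sided exact permutation test, p = 0.2). The difference was -0.53 without ischemic WT replicate 2. Adjusted over the list alone, this passed without HDAC2-/- replicate 3 (0.0477), ischemic WT replicate 3 (0.0232) or ischemic HDAC2-/- replicate 1 (0.0062). The list-alone value rose to 0.353 without ischemic WT replicate 2, and to 0.17 and 0.197 without ischemic HDAC2-/- replicates 2 and 3. Without ischemia, HDAC2-/- kidneys lay at -0.40 from WT kidneys (SE 0.26, adjusted p = 1 from limma, 0.989 adjusted over the list alone), with no overlap of the arrays (two-sided exact permutation test, p = 0.1), and at -0.23 without HDAC2-/- replicate 3. Over both states, a comparison added for Edn1 after seeing the data, HDAC2-/- kidneys lay at -0.61 (SE 0.19, adjusted p = 0.999 from limma, 0.0392 adjusted over the list alone). The list-alone value was above 0.05 without WT replicate 1 (0.0908), 2 (0.0796) or 3 (0.059), HDAC2-/- replicate 2 (0.0587) or 3 (0.116), ischemic WT replicate 2 (0.104), or ischemic HDAC2-/- replicate 2 (0.124) or 3 (0.103). The rise in HDAC2-/- mice less the rise in WT mice was -0.42, with a 95% confidence interval from -1.23 to 0.38 and adjusted p = 0.956 from limma, and it was -0.13 without ischemic WT replicate 2 and -0.70 and -0.22 without ischemic HDAC2-/- replicates 1 and 2. The paper compares ischemic with unischemic kidneys within each genotype (Fig. 4a), where the WT rise passed the test over all probe sets and the HDAC2-/- rise did not. The HDAC2-/- rise had a 95% confidence interval from 0.053 to 1.187 (unadjusted p = 0.0344 from limma). A pass in WT mice only does not show that the rises differ.
The WT call was lost without the empirical Bayes step (adjusted p = 0.0825 from limma) and without WT replicate 2 (0.0587), WT replicate 3 (0.0574) or ischemic WT replicate 2 (0.0771, with a rise of 0.75). Within groups, Edn1 fell with the mean level of 123 probe sets for small nuclear and nucleolar RNAs on each array, by 0.84 per log2 unit (adjusted p = 0.00579 from limma), and with that level as a covariate, chosen after seeing the data, the HDAC2-/- rise was 0.71 (SE 0.16) and passed at adjusted p = 0.0132 from limma.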

Notably, significantly increased levels of Edn1 were seen in ischemic WT but not HDAC2-/- mice (Fig. 4a). Edn1 is important to the progression of chronic kidney disease and renal scarring^28–31^, leading us to evaluate kidneys subjected to IRI at longer time-points for their expression of Edn1 and its receptors of relevance, Ednra and Ednrb. Compared to baseline, levels of Edn1 mRNA in WT and HDAC 2-/- kidneys were elevated several-fold at 24 h post-ischemia, though levels in WT mice were significantly higher than in HDAC2-/- mice (*p* = 0.046, Fig. 4b). In addition, Ednra mRNA expression were increased at 24 h post-ischemia in WT but not HDAC2-/- mice (Fig. 4c), whereas levels of Ednrb were unchanged (Fig. 4d). Hence, HDAC2 deletion leads to decreased upregulation of Edn1 and Ednra compared to their sequential upregulation in WT kidneys following renal IRI.

**Figure 4:**
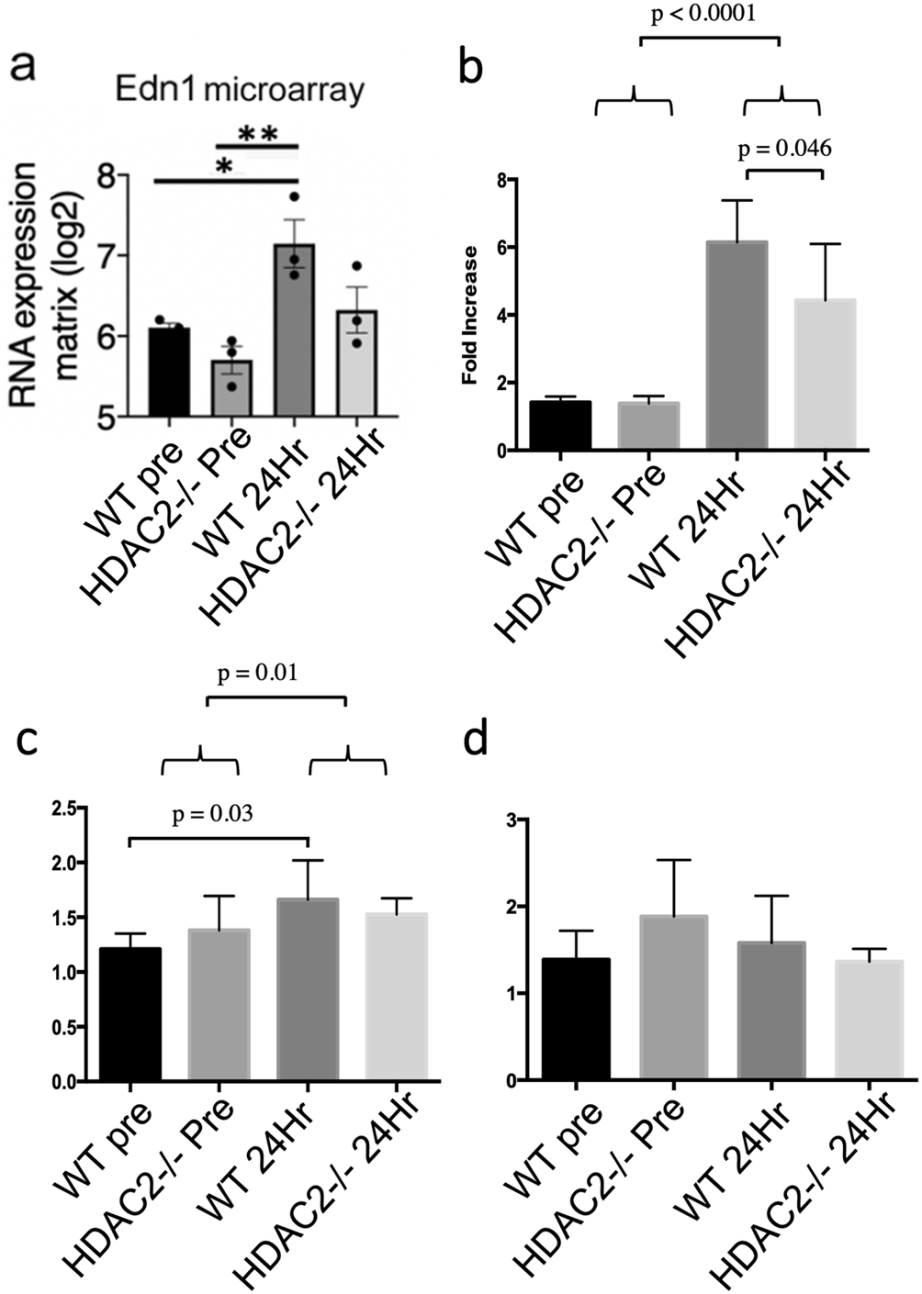
(**a**) Microarray gene expression levels in whole kidneys of wild type B6 mice and HDAC2-/- mice before and 4 h after IRI, n = 3, *p < 0.05. (**b**) qPCR expression levels comparing Edn1 levels in wild type C57BL/6 mice and HDAC2-/- mice before and 24 h after IRI, n = 6 (**c**) qPCR expression levels comparing Ednra levels in wild type B6 mice and HDAC2-/- mice before and 24 h after IRI, n = 6. (**d**) qPCR expression levels comparing Ednrb levels in wild type B6 mice and HDAC2-/- mice before and 24 h after IRI, n = 6.

### Beneficial effects of renal tubule-specific HDAC2 deletion

To further investigate the tissue specificity of the benefit of HDAC2 deletion in renal ischemia, we generated mice with floxed HDAC2 and the PAX8-CreER^T2^ transgene, which leads to HDAC2 gene deletion within renal tubules upon Cre induction with tamoxifen^41^. Selective deletion of HDAC2 within renal tubules was confirmed by immunoperoxidase staining (Fig. 5a). When exposed to 28 min of warm, unilateral renal ischemia, PAX8^cre^HDAC2^fl/fl^ mice exhibited significant protection compared to WT mice both in terms of post-injury (Fig. 5b) BUN (*p* < 0.01) and Cr (*p* < 0.05). PAX8/HDAC2-/- mice also had reduced renal fibrosis at 28 days (Fig. 5c).

**Figure 5:**
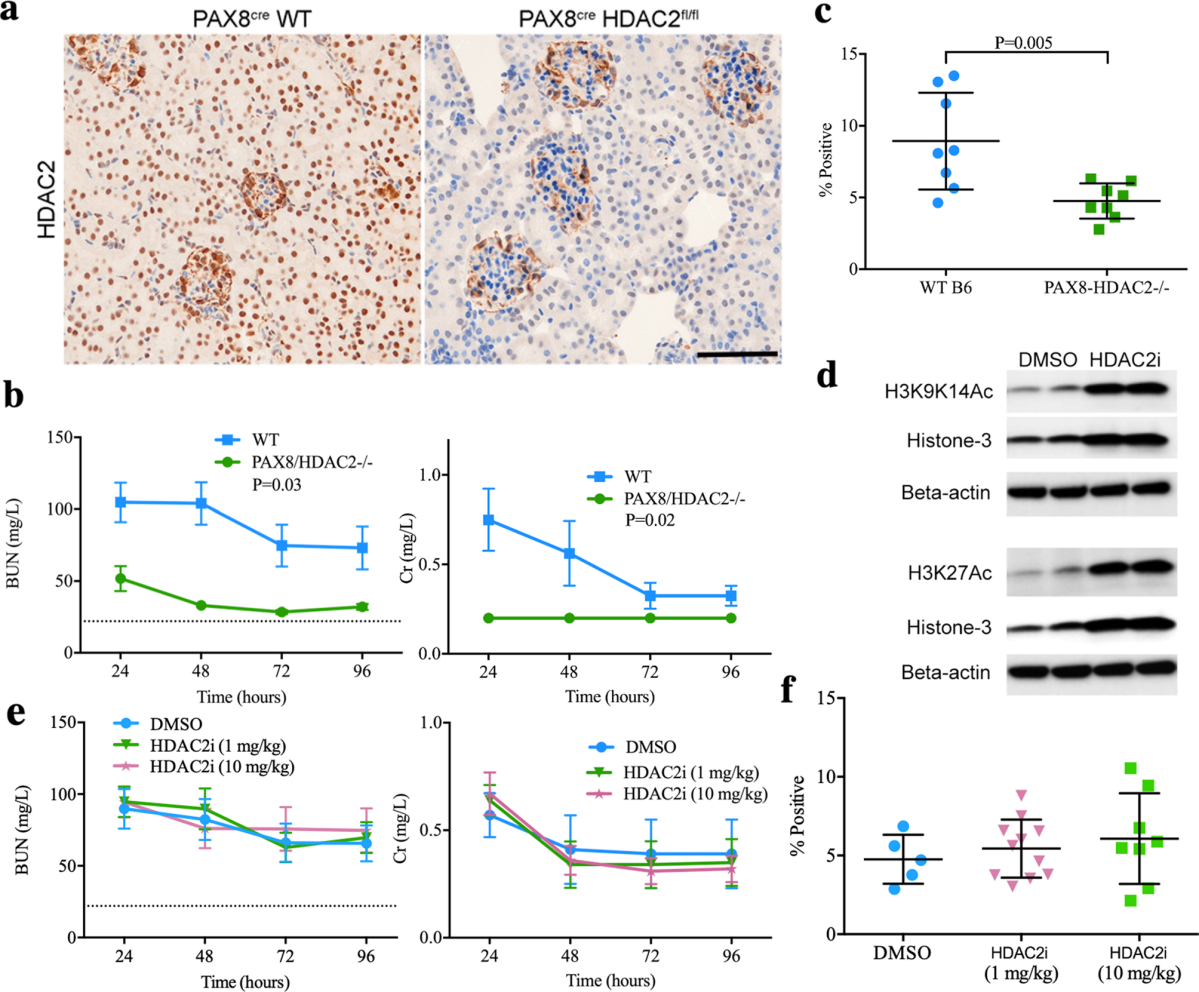
(**a**) Immunoperoxidase staining showed that compared to PAX8^cre^ controls, PAX8^cre^HDAC2^fl/fl^ mice showed decreased expression of HDAC2 within renal tubules on immunohistochemistry; hematoxylin counterstain, scale marker = 50 µM. (**b**) BUN and Cr following 28 min of warm IRI in PAX8^cre^HDAC2^f/fl^ (PAX8/HDAC2-/-) and PAX8^cre^ control mice; data are expressed as mean ± SEM, and significance was determined by 2-way ANOVA (n = 8 mice/group). (**c**) Renal fibrosis with Sirius Red staining at 28 days; significance was determined using the unpaired t-test. (**d**) Representative Western blots using nuclear extracts from kidneys from mice treated with HDAC2i (10 mg/kg/day) or vehicle (DMSO); data are representative of 3 independent experiments and original blots, including MS standards, are displayed in Suppl. Fig. 5. (**e**) BUN and Cr and (**f**) computerized scoring of renal fibrosis with Sirius Red staining at 28 days in WT B6 mice treated with low or high dose HDAC2i or vehicle (DMSO). Data are expressed as mean ± SEM for (**e**) and mean ± SD for (**f**), and significance was assessed by 2-way ANOVA for (**e**) and by unpaired t-test for (**f**); there were no significant differences for either dose of HDAC2i and vehicle (panels (**e**,**f**)).

### Pharmacologic inhibition of HDAC2

To evaluate whether the effects of HDAC2 gene deletion could be replicated by pharmacologic inhibition, we administered BRD6688 (HDAC2i), a kinetically-selective HDAC2 enzymatic inhibitor^42^, or vehicle (DMSO), to WT B6 mice at 1 or 10 mg/kg/day at 16 h and 1 h prior to 28 min of warm IRI. Western blots of kidneys collected from mice treated with 10 mg/kg/day of HDAC2i demonstrated increased acetylation of histone-3 at multiple sites, indicating that the compound was active in renal tissue at this dose (Fig. 5d). However, HDAC2i did not significantly affect renal function (n = 10/group, Fig. 5e) or fibrosis formation (Fig. 5f), suggesting that the benefit of HDAC2 deletion may be independent of HDAC2 deacetylase catalytic activity.

### Impact of HDAC1 or 2 deletion on the CoREST complex

HDAC1 and 2 contribute to several nuclear multimeric coregulatory complexes, including CoREST^21^. We hypothesized that changes in the structure or stability of these complexes might be responsible for the divergent renal IRI phenotypes seen with deletion of HDAC1 and 2, and the lack of benefit seen with inhibition of HDAC2 catalytic inhibition. To test this, we cultured renal tubular epithelial cells (RTEC) from WT B6, HDAC1-/-, and HDAC2-/- mice and analyzed the composition of the CoREST complex (Fig. 6a). HDAC2-/- RTEC had decreased total expression of CoREST compared to WT B6 or HDAC1-/- RTEC, and WT, HDAC1-/- and HDAC2-/- RTEC had equivalent expression of the CoREST constituent, LSD1 (KDM1a). Immunoprecipitation with anti-HDAC1 antibodies from corresponding cells showed increased HDAC1-associated CoREST and LSD1 in HDAC2-/- versus WT B6 (Fig. 6b). No equivalent increase in HDAC2-associated CoREST or LSD1 was seen upon immunoprecipitation with anti-HDAC2 antibodies in HDAC1-/- cells (Fig. 6b). These differences suggest the CoREST-HDAC1 complex may be more stable in the absence of HDAC2.

**Figure 6:**
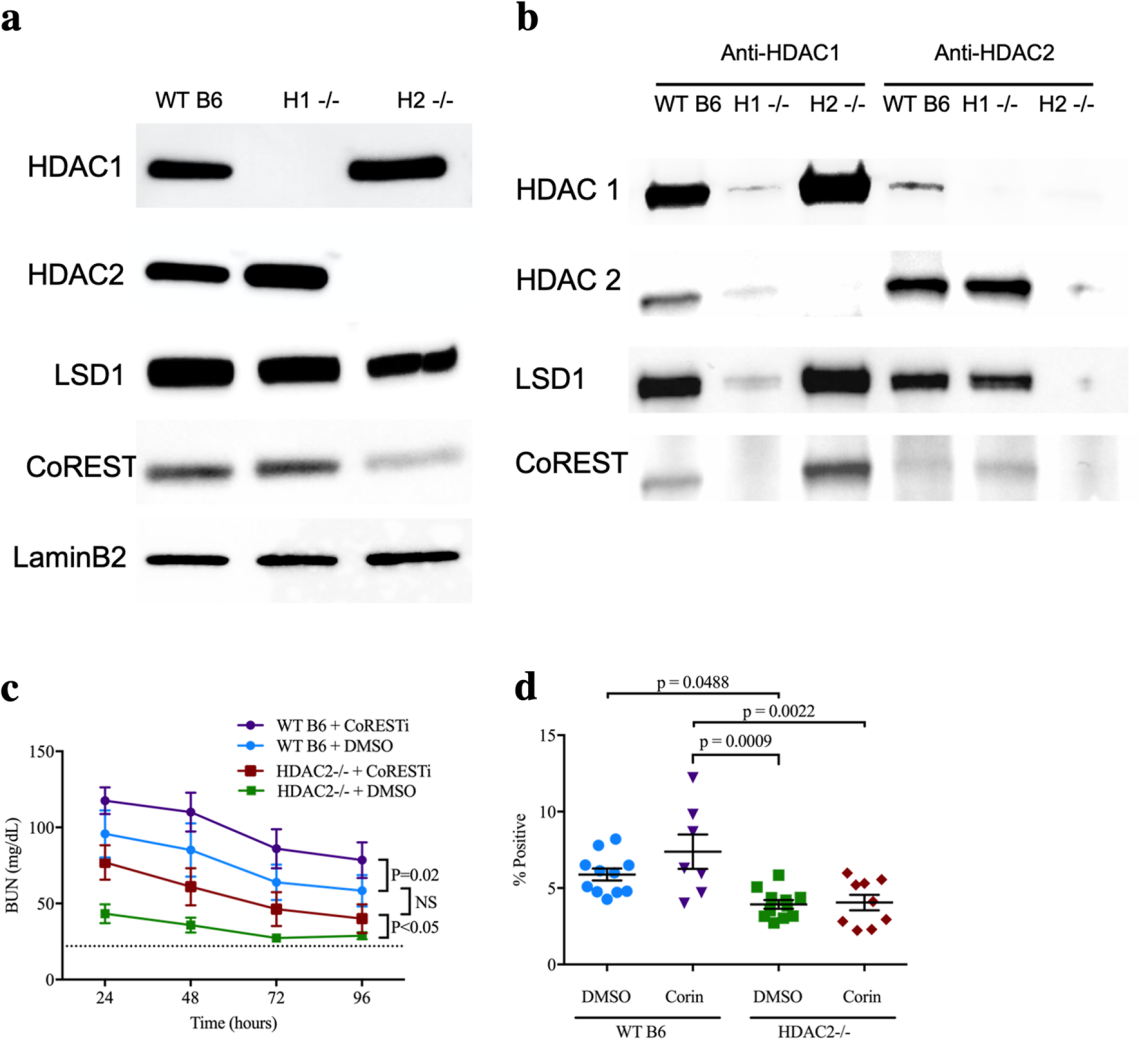
(**a**) Western blots using nuclear extracts from primary RTEC cultures from WT B6, HDAC1-/- (H1-/-) and HDAC2-/- mice (H2-/-); composite image displayed here, original blots, including MS standards, displayed in Suppl. Fig. 6a. (**b**) Western blots following immunoprecipitation with anti-HDAC1 or anti-HDAC2 antibody, using cells as described in panel (**a**). Composite image displayed here, original blots, including MS standards, are displayed in Suppl. Fig. 6b. (**c**) BUN and (**d**) computerized scoring of renal fibrosis with Sirius Red staining at 28 days in WT mice treated with CoRESTi (10 mg/kg at 16- and 1-h pre-ischemia) or vehicle (DMSO). Data are expressed as mean ± SEM for (**c**) and mean ± SD for (**d**). Significance was determined with 2-way ANOVA with Tukey’s post-hoc test.

### In vivo CoREST inhibition

To evaluate further the role of CoREST in renal ischemia, we tested the effects of the CoRESTi, corin, in vivo^43^. Administration of corin or vehicle (DMSO), at 10 mg/kg/day at 16- and 1-h pre-ischemia, did not result in biochemical renal injury in either HDAC1-/- or HDAC2-/- mice. However, corresponding corin treatment did result in impaired renal IRI tolerance compared to DMSO-treated controls (n = 12/group, *p* ≤ 0.05, Fig. 6c). Treatment reversed the protective phenotype of HDAC2 deletion, with corin treated HDAC2-/- mice demonstrating similar renal impairment after injury as DMSO-treated WT mice, but did not significantly alter fibrosis at 28 days, possibly due to the limited duration of treatment (Fig. 6d). Hence, CoREST inhibition worsens the acute effects of renal IRI.

## Discussion

This study offers several novel insights into the functions of specific HDAC isoforms in renal IRI. Our findings challenge the concept that highly sequence-homologous HDAC1 and HDAC2 play functionally redundant roles in epigenetic regulation^10^. These experiments strongly suggest that the role these isoforms play in renal IRI is may be separable from their catalytic activity and highlight an impact of nuclear corepressor complex stability as a possible mechanism. Furthermore, these data link HDAC2 to the regulation of endothelin expression, a known mediator of renal injury^28–31^. The actions of HDAC2 are renal- and cell-specific and extend beyond suppression of fibrosis formation. These findings enhance our understanding of HDAC biology and provide a possible target for HDAC-based interventions beyond the HDAC catalytic site by altering HDAC occupancy in higher order corepressor complexes.

Our data indicate that the divergent functions of HDAC1 and HDAC2 in response to renal IRI include differential effects on the CoREST complex. When complexed with HDAC1 or HDAC2, LSD1 catalyzes demethylation of the H3K4me2 mark, promoting repression of target genes^44^. HDAC1 deacetylates LSD1 and promotes its demethylase activity^45^, and that CoREST promotes the nucleosome binding and demethylase activity of LSD1 while protecting it from proteasomal degradation^46^. The mechanism of renal protection in our studies appears linked to the enhanced stability and expression of the CoREST nuclear repressor complex in the absence of HDAC2, consistent with reversal of the HDAC2-/- phenotype occurring upon in vivo CoREST pharmacologic inhibition. This finding adds to literature suggesting that CoREST plays a significant role in mediating responses to ischemic injury and other forms of cellular stress. Noh et al. recently demonstrated in a model of ischemic stroke that pressor element-1 silencing transcriptional factor and CoREST play a crucial role in post-injury epigenetic remodeling^47^. In another study, CoREST was found to interact with Hsp70 and regulate cellular stress responses^48^. However, we have shown that Hsp70 modulation is not responsible for the effects of HDAC inhibition on renal ischemia^19^.

Our study also demonstrated that beyond their effects on acute injury, Class I HDAC can differentially affect IRI-induced renal fibrosis. Others have reported HDAC-mediated modulation of epithelial to mesenchymal cell transformation and resulting suppression of fibrosis in animal models of hypertensive nephropathy with the HDAC6i, Tubastatin-A; diabetic nephropathy with the pan-HDACi, TSA; and obstructive nephropathy with MS-275 and TSA^49–52^. Our findings, in a highly standardized renal IRI model, of HDAC3 deletion leading to increased fibrosis, HDAC1 deletion not significantly effecting fibrosis, and HDAC2 deletion resulting in decreased fibrosis, suggest that the anti-fibrotic effects of class I HDAC inhibition are fundamentally isoform-specific. The tissue-specificity of HDAC2 deletion points to these differences resulting from local tissue effects rather than broader influences on the immune system.

Given microarray data showing changes in endothelin levels confirmed by direct testing and in light of very recent data linking HDAC2 to regulation of Edn1 expression^27^, we hypothesized that Edn1 could be an important downstream mediator of HDAC2′s effects during renal IRI. Edn1 is produced by endothelial cells as well as renal tubular epithelial cells and is well known as a vasoconstrictor via its paracrine effects on vascular smooth muscle ET-A receptors. These effects play a role in hypertension, as well as mediating kidney damage independently of hypertension by increasing inflammation and kidney fibrosis^27,31,53^. Other groups have shown that endothelin is increased in response to renal IRI via a TNF-α mediated pathway^54^. Of particular interest, Zhang et al. showed, using a model of chronic kidney disease, that HDAC2 forms a complex with Dot1l, inhibiting its association with DNA, independent of HDAC2 catalytic activity^27^. Dot1l is a histone H3K79 methyltransferase that acts on the *Edn1* promotor to repress endothelin in renal tubular cells. In contrast to Zhang et al., our study used a validated model of renal IRI to link HDAC2 to both acute kidney injury and resulting fibrosis. Our findings that HDAC2 deletion, but not pharmacologic inhibition results in protection from renal IRI, as well as that HDAC2 deletion decreases endothelin expression, suggest that the interaction of HDAC2 with Dot1l is responsible for its effect in renal IRI.

Outside of HDAC biology, these findings hold clinical significance for their potential to facilitate new therapies for AKI, an exceedingly common and expensive medical problem that affects more than one million Americans per year, with costs in the billions of dollars annually^1–6^. AKI is frequent in multiple clinical situations, including renal transplantation, sepsis, trauma, and cardiovascular surgery and currently there are no targeted treatments available. Class I HDAC pathways offer a potential target for intervention to mitigate AKI in these diverse contexts. Although HDAC2 isoform-specific deacetylase inhibition did not replicate the profound IRI protection seen in HDAC2 deletion within the kidney, pharmacologic approaches to either inhibit HDAC2 occupancy in the CoREST complex, stabilize the CoREST complex itself, or alter Edn1 expression, as well as HDAC2 knockdown by antisense oligonucleotides, offer promising avenues to interrupt AKI development.

The study has several limitations. First, many of the in vivo transplant experiments described were conducted with relatively low *n* because of the complexity of the surgery involved. Despite the small group size, many of the results of these experiment were both statistically significant and supported with data from other complementary experiments. With repeats and various iterations of the HDAC2 experimentation, all experiments have led to positive impact on warm and cold IRI with HDAC2 deletion and the total number of experiments exceeds 50 animals, with multiple independent repeats. Second, the majority of the mouse experiments described were conducted in female mice. Sex differences in murine IRI are well established, and the focus on female mice was made in order to concentrate on a fully established and consistent model in our laboratory^39^. Sex differences in IRI tolerance dictate that the majority of experiments must be undertaken in mice of one sex or the other. We did confirm that HDAC2 deleted male also exhibited ischemic protection compared to WT male mice and believe that the effects described are independent of sex (Fig. 1h). Third, the broad nature of HDAC and CoREST actions complicate efforts to isolate downstream mechanisms responsible for the renal protection observed. Prior work suggests that Class I HDAC inhibition does not lead to anti-inflammatory modulation^19^. These data strongly suggest a renal-intrinsic and renal tubule-specific impact of HDAC2 deletion that would be most consistent with metabolic stabilization and anti-fibrotic activity, but further studies are necessary to delineate precise mechanisms. We have proposed Edn1 as a possible downstream mechanism, but complete delineation of the role of Edn1 in this process is under ongoing investigation, impaired by the ongoing pandemic.

In conclusion, we report on novel divergent function of HDAC1 and HDAC2 in response to renal IRI. HDAC2 targeting leads to profound protection from renal IRI through activity specific to kidney tissue, with data strongly suggesting an impact of the CoREST complex. Additionally, we have linked HDAC2 deletion with endothelin, a known mediator of renal injury. This pathway offers a promising target to better understand and treat AKI, a common clinical problem that is currently without options for pharmacologic therapy.

## Methods

### Animals

WT and UBC-Cre-ER^T2^ B6 mice (8–12 weeks old, 18–25 g) were purchased from The Jackson Laboratory. Production of HDAC1^fl/fl^, HDAC2^fl/fl^ and HDAC3^fl/fl^ mice were described previously^17,32^. Pax8-CreER^T2^ mice were obtained from the European Mouse Mutant Archive^41^. Cages of animals of equivalent age and the same shipment were chosen at random for experimental or control conditions. Conditional gene deletion was achieved by tamoxifen administration (100 mg/kg IP daily for 5 days, Sigma-Aldrich) with a 7-days recovery period after last administration before experimentation. Control mice received tamoxifen in the same manner.

### Pharmacologic agents

The HDAC2 selective inhibitor, BRD6688^42^, and the CoREST inhibitor, corin^43^, were > 95% pure and provided by their respective developers. The compounds were dissolved in DMSO, further dilution in phosphate-buffered saline, and 10 mg/kg was injected i.p. at 16 h and 1 h pre-ischemia.

### Warm IRI model

Warm IRI was performed as described previously^19^. Mice were anesthetized with pre-warmed pentobarbital sodium (65 mg/kg IP). Immediately after loss of a righting reflex, they were placed on a heated surgical pad (37 °C) in a temperature-controlled operative apparatus. Core body temperature was continuously measured throughout and maintained at 36.5 ± 0.5 °C. Using an operating microscope, an abdominal midline incision was made, and the left renal pedicle exposed and clamped for 28 min with a microvascular clip (Roboz Surgical Instrument Company). After the clamp was released, the right kidney was exposed and removed, the abdomen was closed, and animals were injected with 100 mL/kg of warm saline s.c. to assist in maintenance of hydration. Animals were kept in an incubator (37 °C) from the time of anesthetic administration until completely awake.

### BUN and Cr measurement

Whole blood BUN and whole blood Cr concentrations were assessed using i-STAT portable clinical analyzers with Chem8 + cartridges (Abbott Labs) that have a maximum BUN reading of 140 mg/dL and a minimum Cr reading of 0.2 mg/dL.

### Renal transplantation and subsequent warm IRI

Donor nephrectomy was performed under anesthesia with pentobarbital sodium (65 mg/kg, i.p.). The kidney was flushed with cold preservation (UW) solution and transplanted with donor renal artery, vein, and ureter anastomosed to recipient common iliac artery, common iliac vein, and bladder, with standardized time to reperfusion of 30 min during which the kidney was kept cool with iced gauze. Native kidneys were left in situ for 5 days and removed under inhalational isoflurane. Tamoxifen was administered (100 mg/kg/day, i.p., for 5 days) at 2 week post-transplant; 1 week after the last dose, mice underwent warm IRI experiments in the transplanted kidney, as outlined above, with microvascular clamping of the transplanted renal pedicle for 25 min.

### Cold IRI and subsequent transplantation

Conditional gene deletion was achieved through tamoxifen administration, as above. One week after last tamoxifen dose, renal transplantation was performed as outlined above, with a 24-h period of cold ischemic storage on ice. The native kidneys were left in situ for 5 days then removed under inhalational isoflurane anesthetic.

### Tissue collection and histopathology

Under terminal general anesthesia with pentobarbital sodium (65 mg/kg IP), the left kidney in warm IRI experiments or the transplanted kidney in cold IRI experiments was explanted at the indicated time, fixed in 10% neutral-buffered formalin and paraffin-embedded. Histologic sections (4 µm) were stained with hematoxylin and eosin (H&E), and Sirius Red. Slides were viewed with a Leica DM4 B microscope (Leica Microsystems) at 20 × and 40 × original magnification and images were captured with a Leica DFC480 camera. Sirius Red-stained sections were scanned using an Aperio ScanScope CS-0 slide scanner (Aperio Technologies). Whole slide digitized images were analyzed using the Aperio ImageScope software (version 12.2; Aperio Technologies) macro for color deconvolution version 9.0 optimized for Sirius Red cytochemical staining. Subcapsular areas were excluded to limit analysis to parenchymal changes.

### Immunoperoxidase

HDAC1 (Cell Signaling, 34589T) and HDAC2 (Sigma, SAB4501384-1004G) antibodies were used to stain formalin-fixed paraffin-embedded tissue slides. Staining was performed on a Bond Max automated staining system (Leica Biosystems) using the Bond Refine polymer staining kit (Leica Biosystems, DS9800). The standard protocol was followed with the exception that primary antibody incubation which was extended to 1 h at room temperature. HDAC1 and HDAC2 antibodies were used at 1:200, and 1:1000 dilutions respectively and antigen retrieval was performed with E2 (Leica Biosystems) retrieval solution for 20 min. Slides were rinsed, dehydrated, cover-slipped and digitally scanned at 20 × magnification on an Aperio CS-O slide scanner (Leica Biosystems) prior to evaluation.

### RNA isolation and quantitative PCR

RNA was extracted and purified using RNeasy Mini Kits (Qiagen) and reverse transcribed to cDNA using TaqMan reverse transcription reagents (Applied Biosystems). Quantitative PCR was performed using TaqMan Universal PCR Master Mix and gene-specific primer sets (NGAL: Mm01324470_m1; KIM-1: Mm00506686_m1; and 18S: Mm032928990_g1; Applied Biosystems). Samples were run on an ABI PRISM 7000 Sequence Detection System and compared using the ∆∆CT method.

### Primary RTEC culture

Under terminal general anesthesia, mouse kidneys were collected and the cortex was separated from the medulla, cut into small cubes, digested at 37 °C for 30 min with collagenase type 1 (Worthington Biochemical, 2 mg/mL), strained through a 100 μm nylon filter, and washed^55^. RTECs were grown in RPMI media supplemented with 10% FBS, EGF (Corning, 10 ng/L), penicillin (100 IU/mL), and streptomycin (100 μg/mL) at 37 °C with 5% CO_2_.

### Cell fractionation

To isolate nuclear protein extracts, cells were washed with cold PBS containing protease inhibitor mixture (Roche), lysed in a hypotonic buffer of 10 mM Hepes buffer (pH 7.6), 10 mM KCl, 1.5 mM MgCl2, 0.34 M sucrose, 10% glycerol, 1 mM DTT, and 0.1% Nonidet P-40 supplemented with 1 mM PMSF and protease inhibitor mixture, and incubated on ice for 10 min. Nuclei were extracted by centrifuging at 800 g for 5 min at 4 °C and lysed on ice with 20 mM Tris-Cl (pH 7.5), 300 mM NaCl, 0.5% NP40, 1 mM EDTA, 1 mM DTT, 1 mM PMSF and protease inhibitor mixture. Nuclear lysates were centrifuged at 17,000 g for 20 min and collected. Glycerol was added to lysates at a final concentration of 5%. Protein concentrations were estimated by bicinchoninic acid protein assay (Pierce).

### Immunoprecipitation and Western blotting

Nuclear lysates (150 µg) were immunoprecipitated with 3 µg of isotype-matched control or anti-HDAC1 monoclonal antibody (mAb) (Cell Signaling Technology) for 3 h at 4 °C, washed 4 times with washing buffer containing 20 mM Tris-Cl (pH: 7.5), 150 mM NaCl, 0.1% NP-40, 1 mM DTT, 1 mM EDTA, 1 mM PMSF and protease inhibitor mixture, and lysed by boiling with sample lysis buffer (BioRad Laboratories) containing β-mercaptoethanol. Western blotting was performed using anti-HDAC1 and anti-HDAC2 mAbs (Cell Signaling Technology), as well as polyclonal Abs directed against phosphorylated HDAC2 (Serine 394, Abcam), LSD1 (EMD Millipore), CoREST (EMD Millipore), and actin (Cell Signaling Technology).

### Microarray

RNA was isolated from frozen whole kidney tissue. Microarray experiments were performed using whole-mouse-genome oligoarrays (GeneChip™ Mouse Gene 2.0 ST arrays) and array data were analyzed using Transcriptome Analysis Console 4.0 software (ThermoFisher Scientific). Array data were subjected to robust multiarray average normalization. To assess differential gene expression, fold changes of up- and downregulated genes were calculated, and significance assessed using ANOVA with empirical Bayes parameter improvement (false-discovery adjusted *p* value of < 0.05).

### Data analysis

Data were analyzed using GraphPad Prism 8.0 software (GraphPad Software). Normally distributed data were displayed as mean ± standard error of the mean. Non-normally distributed data were with median and interquartile range. Measurements between two groups were performed with an unpaired Student-*t* test if normally distributed or Mann–Whitney *U* test if otherwise. Measurements between more than two group were performed using 1-way ANOVA with Tukey’s post hoc test. BUN and creatinine curves were compared using 2-way ANOVA with Tukey’s post hoc test as appropriate. Survival was assessed using a log-rank (Mantel–Cox) test.

### Study approval

All animal studies were approved by the Children’s Hospital of Philadelphia Institutional Animal Care and Use Committee (protocol 17-000954), performed at an AALAC accredited facility, and were conducted in accordance with all institutional policies and US federal guidelines. The study was carried out as much as possible in accordance with the ARRIVE guidelines (https://arriveguidelines.org/arrive-guidelines).

## Supplementary Information

Supplementary Information.

## Data Availability

The microarray dataset for this study can be found in the in the Gene Expression Omnibus database (http://www.ncbi.nlm.nih.gov/geo), under the accession number GEO: GSE131288.

# Supplementary material for: HDAC2 targeting stabilizes the CoREST complex in renal tubular cells and protects against renal ischemia/reperfusion injury
**Source:** Sci Rep. 2021 Apr 27;11:9018. doi: 10.1038/s41598-021-88242-3
**Supplement:** Supplementary file 1 — Supplementary Information.

HDAC2 targeting stabilizes the CoREST complex in renal tubular cells and protects against renal ischemia/reperfusion injury

David D. Aufhauser Jr,¹ Paul Hernandez,¹ Seth J. Concors,¹ Ciaran O'Brien,¹ Zhonglin Wang,¹ Douglas R. Murken,¹ Arabinda Samanta,² Ulf H. Beier,³ Lauren Krumeich,¹ Tricia R. Bhatti,² Yanfeng Wang,¹ Guanghui Ge,¹ Liqing Wang,² Shayan Cheraghlou,⁴ Florence F. Wagner,⁵ Edward B. Holson,⁵ Jay H. Kalin,⁶ Philip A. Cole,⁶ Wayne W. Hancock,^{2,7} & Matthew H. Levine^{1,8*}

¹Department of Surgery, University of Pennsylvania, Philadelphia, PA, USA. ²Department of Pathology and Laboratory Medicine, Children's Hospital of Philadelphia, Philadelphia, PA, USA. ³Division of Nephrology, Department of Pediatrics, Children's Hospital of Philadelphia and University of Pennsylvania, Philadelphia, PA, USA. ⁴School of Medicine, Yale University, New Haven, CT, USA. ⁵Stanley Center for Psychiatric Research, Broad Institute of Harvard and MIT, Cambridge, MA, USA. ⁶Division of Genetics, Departments of Medicine and Biological Chemistry and Molecular Pharmacology, Harvard Medical School and Brigham and Women's Hospital, Boston, MA, USA. ⁷Department of Pathology and Laboratory Medicine, University of Pennsylvania, Philadelphia, PA, USA. ⁸Department of Surgery, Children's Hospital of Philadelphia, Philadelphia, PA, USA.

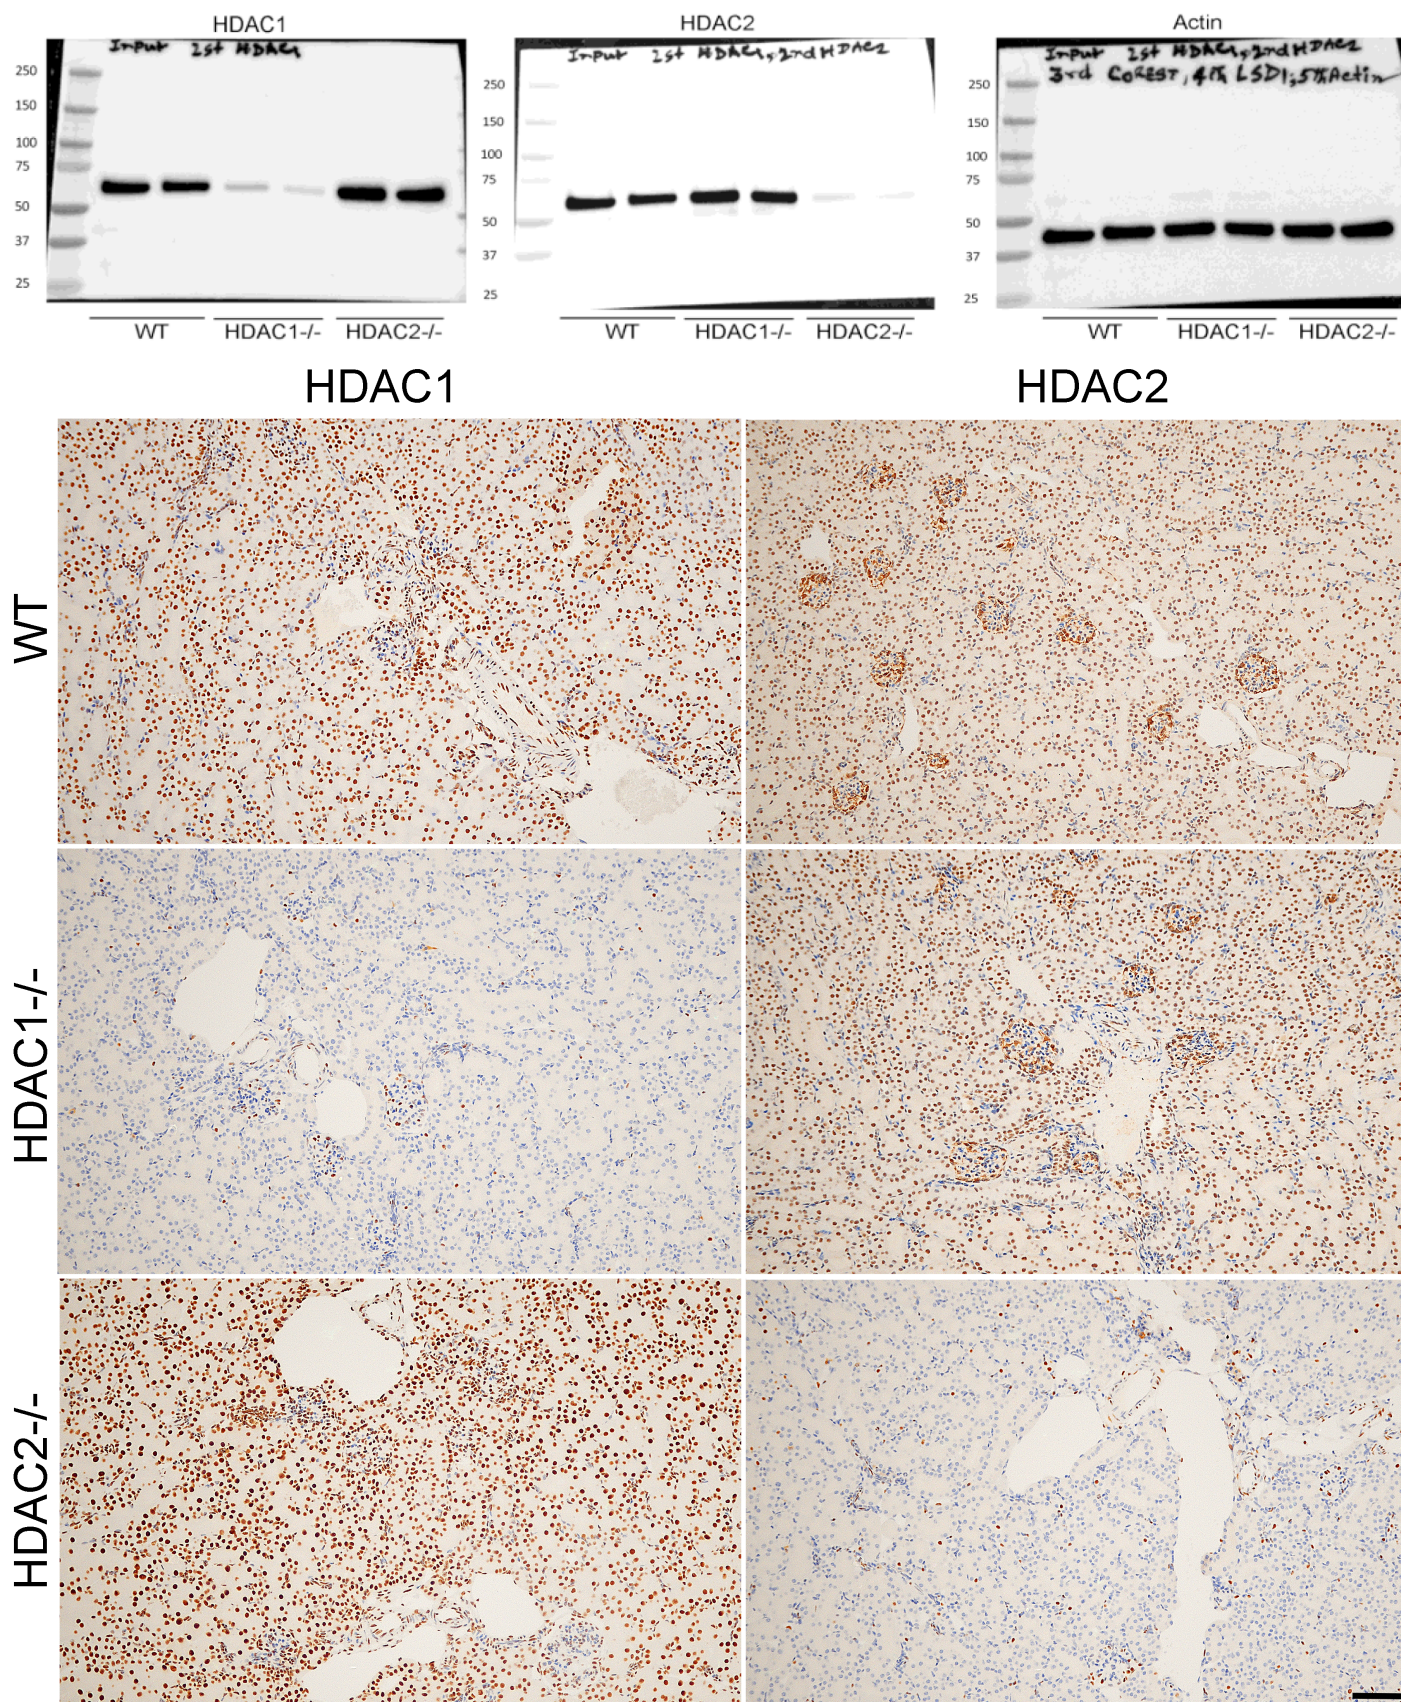

Suppl. Fig. 1. Western blot and representative immunoperoxidase staining of cortical portions of kidneys from WT B6, HDAC1^{-/-} and HDAC2^{-/-} mice demonstrating deletion of targeted proteins following tamoxifen treatment. Residual endogenous peroxidase positive RBC are seen within intertubular and glomerular capillaries of Hdac1^{-/-} and Hdac2^{-/-} kidney sections stained for HDAC1 and HDAC2, respectively. Paraffin sections, hematoxylin counterstain, scale bar = 50 μ M.

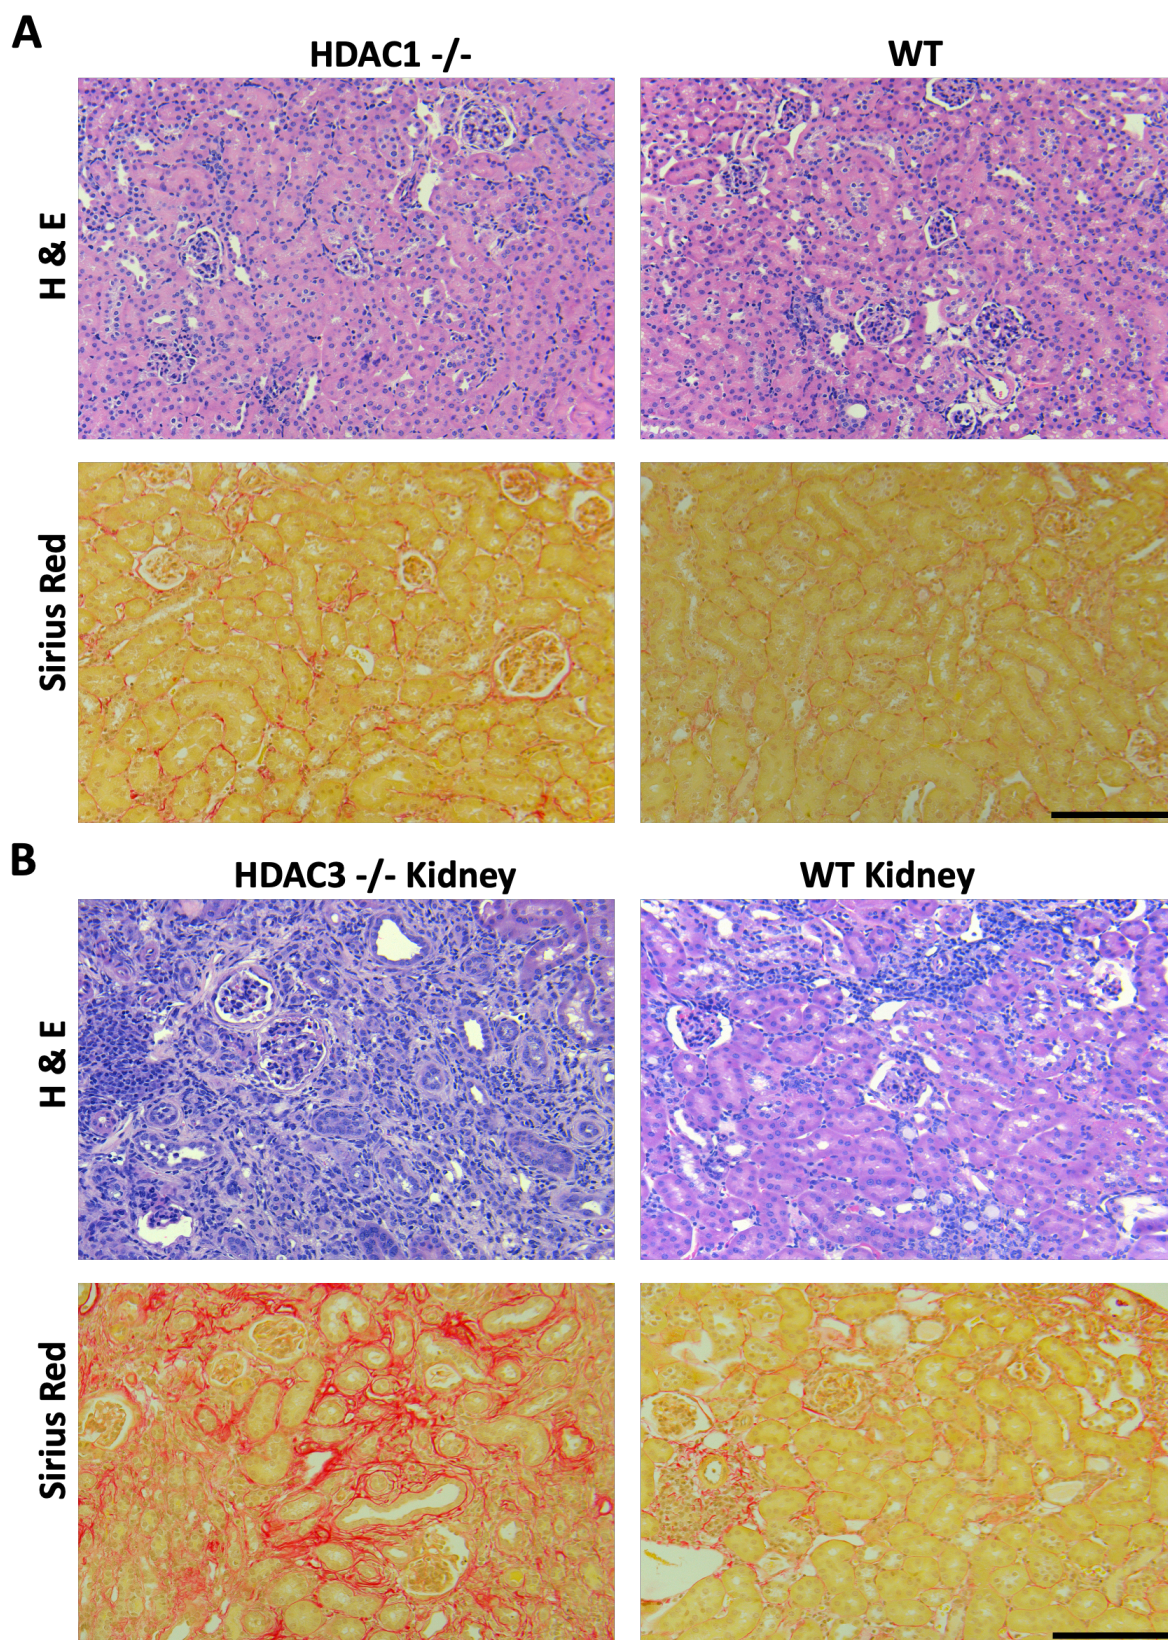

Suppl Fig. 2. (A) Representative histology from HDAC1 $-/-$ kidneys following 28 minutes of renal IRI as compared to that of WT B6 mice and showing equivalent degrees of fibrosis. (B) Representative histology from HDAC3 $-/-$ kidneys transplanted into WT mice, following 25 minutes of renal IRI, as compared to WT kidneys transplanted into WT mice, showing increased fibrosis in the HDAC3 $-/-$ kidneys. Images obtained from slides scanned with Aperio ImageScope software (version 12.2; Aperio Technologies.)

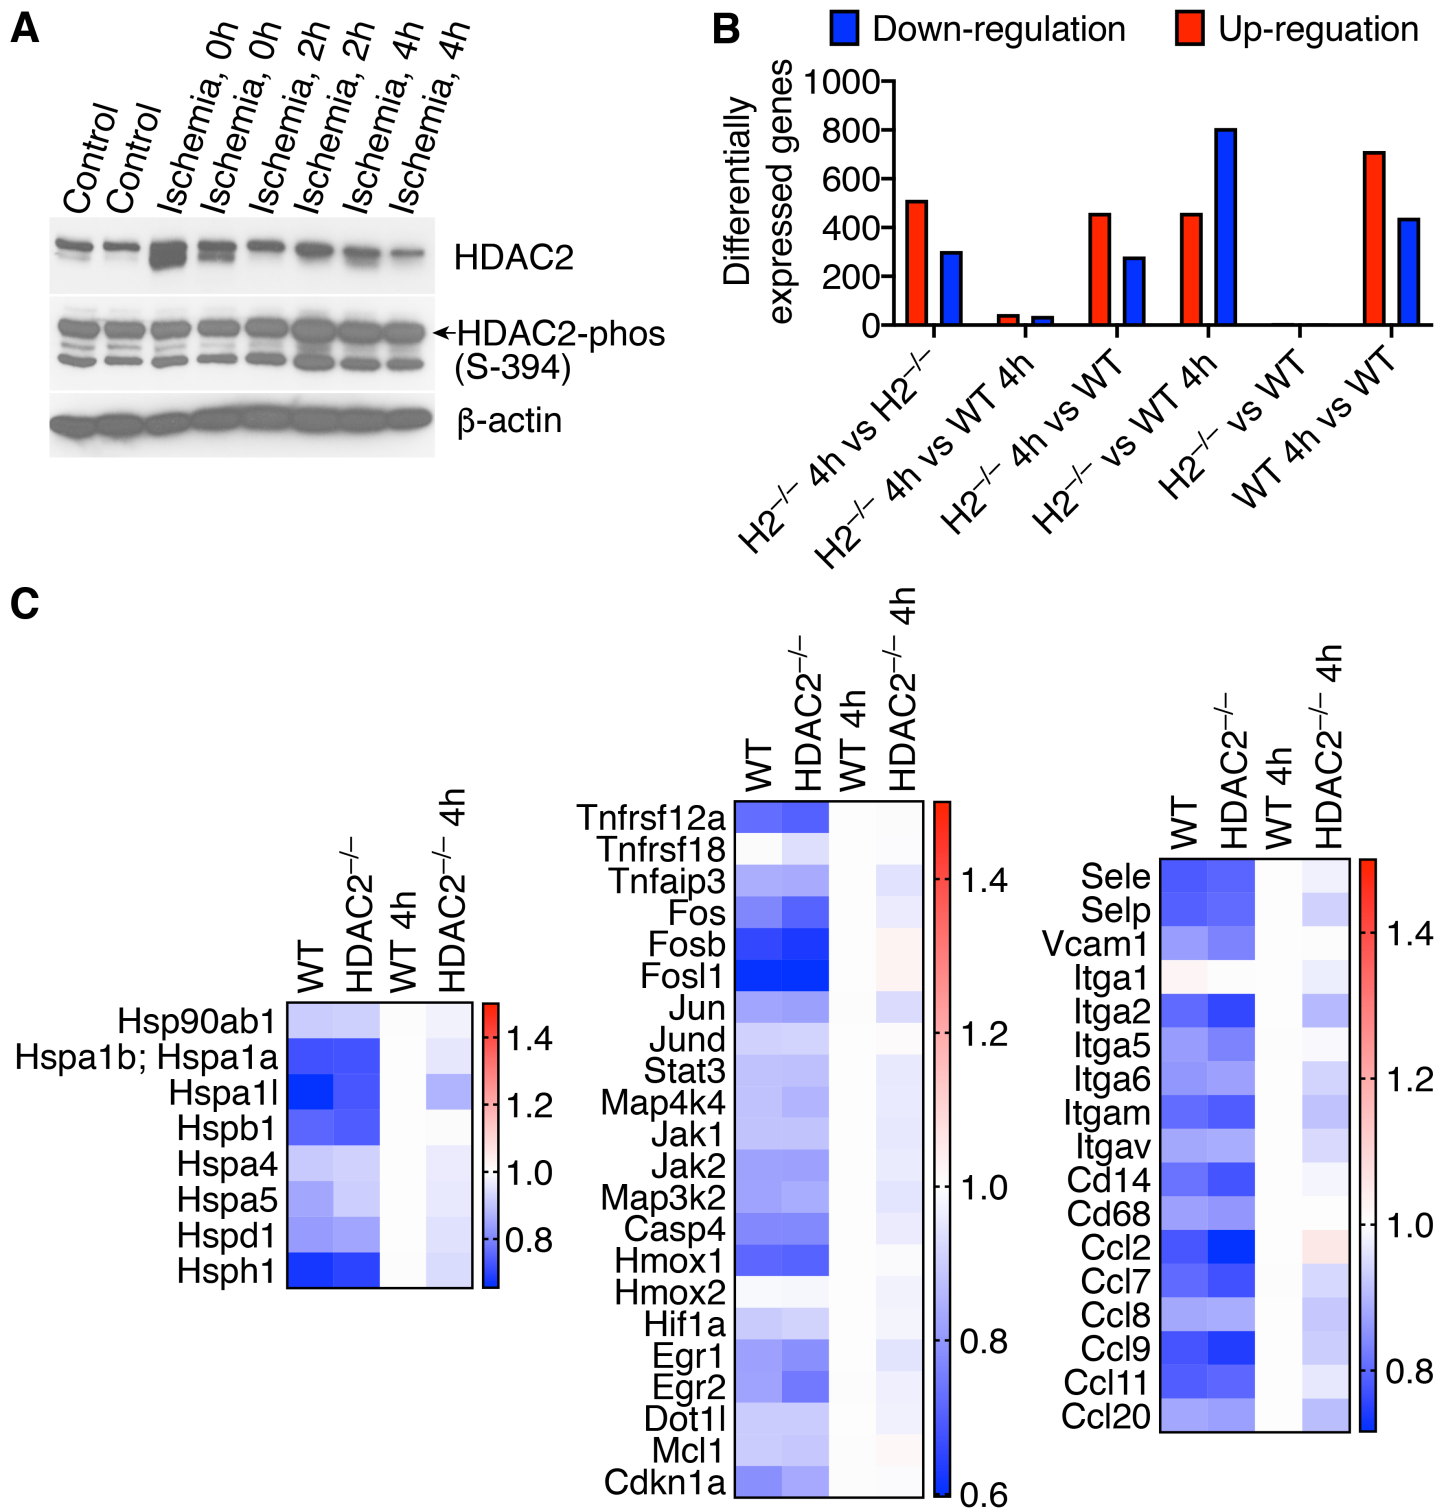

Suppl. Fig. 3. (A) Western blot of C57BL/6 kidneys with and without warm renal IRI (full blots are shown in Suppl. Fig. 4). Data show 2 independent experiments. (B, C) GeneChip Mouse Gene 2.0 ST microarray of kidneys from WT and HDAC2^{-/-} (H2^{-/-}) without or after 4 h of warm renal IRI. Data derived from 3 independent replicates per condition (B) Number of genes with significantly different ($p < 0.05$ ANOVA) and ≥ 2 -fold increased or decreased expression are shown for each pairing (out of 34,772 transcripts). (C) Selected heat maps showing mean RMA normalized and log₂ transformed expression per group ($n=3$) normalized to C57BL/6 mice (WT) after 4 h of renal IRI. Abbreviations: Hsp, Heat shock protein; Tnfrsf, tumor necrosis factor receptor superfamily; Fos, FBJ osteosarcoma oncogene; Jun, jun proto oncogene; Stat, signal transducer and activator of transcription; Mapk, mitogen-activated protein kinase; Jak, janus kinase; Casp, caspase; Hmox, heme oxygenase; Hif, hypoxia inducible factor; Egr, early growth response; Mcl, myeloid cell leukemia sequence; cyclin-dependent kinase inhibitor; Sel, selectin; Vcam, vascular cell adhesion molecule; Itga, integrin alpha; Ccl, chemokine (C-C motif) ligand. Original blots to panel (A) in Suppl. Fig. 3.

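Ischemia changed many of the same genes in both genotypes. Among genes whose arrays did not overlap between the groups, the largest rises in WT kidneys were in Krt20, a keratin, at 5.22 on the log2 scale (SE 0.42), Atf3, a stress-induced transcription factor, at 4.65 (SE 0.29), and Sprr2g, a small proline-rich protein, at 4.33 (SE 0.31). The largest falls were in Tril at -2.63 (SE 0.25), Aplnr, the apelin receptor, at -2.38 (SE 0.24), and Bsnd, a subunit of renal chloride channels, at -2.34 (SE 0.23). In HDAC2-/- kidneys the largest rises were in Krt20 at 5.10, Sprr1a at 4.76 and Atf3 at 4.31, and the largest falls were in Aplnr at -2.22, Nrep at -1.92 and Cyp27b1, the enzyme that activates vitamin D, at -1.80. All of these had an adjusted p under 0.05 from limma.
At the rule of at least 2-fold and an unadjusted p under 0.05, 763 probe sets were increased and 414 decreased in ischemic against unischemic WT kidneys. In ischemic against unischemic HDAC2-/- kidneys, 459 were increased and 158 decreased. Between ischemic HDAC2-/- and ischemic WT kidneys, 41 were higher and 22 lower in HDAC2-/-, a balance that turned to 13 higher and 21 lower among probe sets of 1 symbol, 35 and 54 with array weights, 43 and 46 without ischemic WT replicate 2, and 63 and 73 without ischemic HDAC2-/- replicate 1. Without ischemia, 5 were higher and 4 lower in HDAC2-/- than in WT kidneys. This balance turned to 6 higher and 23 lower without WT replicate 2, and 12 and 16 without WT replicate 3. It was 20 and 4 without WT replicate 1 and 31 and 10 without HDAC2-/- replicate 1. Ischemic HDAC2-/- against unischemic WT kidneys gave 441 increased and 210 decreased, and unischemic HDAC2-/- against ischemic WT kidneys gave 340 and 751.
At an adjusted p under 0.05 from limma with no fold limit, 2258 probe sets were increased and 2472 decreased in WT kidneys after ischemia, and 1013 and 678 in HDAC2-/- kidneys. The HDAC2-/- calls included 1448 that were also called in WT kidneys, 85.6% of them, all in the same direction; 875 of these were increased and 573 decreased, where 66.35 and 48.62 would overlap by chance. None was called between the genotypes at 4 h or without ischemia from limma, with 2273 and 822 at an unadjusted p under 0.05, where 1724 are due by chance. Without the empirical Bayes step the count was also 0 in both, and with array weights it was 3 at 4 h and 0 without ischemia. At 4 h, leaving out ischemic WT replicate 2 gave 1 call, Retnla, a resistin-like protein of alternatively activated macrophages, at -3.46, and leaving out ischemic HDAC2-/- replicate 1 gave 1, Sprr2f at -1.70; without the latter array 1 probe set with no single symbol was called between the unischemic groups. The difference of the responses to ischemia gave 0 calls from limma, without the empirical Bayes step and with array weights, and 1445 at an unadjusted p under 0.05; without ischemic WT replicate 2, Retnla was called there too (adjusted p = 0.0397 from limma).
Over the 539 probe sets that rose at least 2-fold in the mean of both genotypes at an adjusted p under 0.05 from limma, the rise was 1.59 ± 0.10 (SD, n = 3) in WT and 1.42 ± 0.21 (SD, n = 3) in HDAC2-/- kidneys (two-sided exact permutation test, p = 0.3). Over the 195 that fell, the change was -1.37 ± 0.09 (SD, n = 3) and -1.09 ± 0.09 (SD, n = 3), where the exact permutation p of 0.1 is the smallest that 3 arrays against 3 allow. Each change was 1 ischemic array less the mean of the unischemic arrays of its genotype. The SD and the permutation tests therefore leave out the spread of the unischemic arrays. HDAC2-/- less WT, the rise differed by -0.17, and by -0.28 without ischemic WT replicate 3 and -0.08 without ischemic HDAC2-/- replicate 2. The fall differed by 0.28, and by 0.09 without HDAC2-/- replicate 3 and 0.12 without ischemic HDAC2-/- replicate 1.
The 1691 calls in HDAC2-/- kidneys became 799, 744 and 2848 without HDAC2-/- replicates 1, 2 and 3, 1078 and 817 without ischemic HDAC2-/- replicates 2 and 3, and 6356 with array weights, and the 4730 calls in WT kidneys became 2675 without WT replicate 2. At the 2-fold rule, the 414 decreased in WT kidneys became 638 without ischemic WT replicate 3, and the 158 decreased in HDAC2-/- kidneys became 298 without HDAC2-/- replicate 3 and 252 without ischemic HDAC2-/- replicate 1. The 210 decreased in ischemic HDAC2-/- against unischemic WT kidneys became 339 without ischemic HDAC2-/- replicate 1, and the 340 increased in unischemic HDAC2-/- against ischemic WT kidneys became 537 without HDAC2-/- replicate 3. The 63 probe sets between the ischemic groups became 136 without ischemic WT replicate 3 and 136 without ischemic HDAC2-/- replicate 1, and the 9 without ischemia became 24, 29 and 28 without WT replicates 1, 2 and 3 and 41, 30 and 25 without HDAC2-/- replicates 1, 2 and 3.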

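In ischemic HDAC2-/- kidneys, most genes of the 3 heat maps had lower mean values than in ischemic WT kidneys. Among the heat shock genes of the first map, Hspa1l, a testis-enriched Hsp70, differed by -0.90 on the log2 scale (SE 0.34, adjusted p = 0.72 from limma) and Hsph1 by -0.65 (SE 0.30, adjusted p = 0.755 from limma). In the map of stress and signalling genes, Jun, a subunit of the AP-1 transcription factor, differed by -0.84 (SE 0.41), Stat3, a transcription factor activated by cytokines, by -0.50 (SE 0.23), Jak1, a kinase that activates it, by -0.45 (SE 0.17), and Mcl1, which restrains apoptosis, by 0.16 (SE 0.12). In the map of adhesion, myeloid and chemokine genes, the integrins Itga6, Itga2 and Itgam differed by -0.65 (SE 0.22), -0.61 (SE 0.18) and -0.60 (SE 0.22). Single arrays moved most of these values: without ischemic WT replicate 1 Itgam was at -0.39; without ischemic WT replicate 2 Stat3 was at -0.30, Jak1 at -0.26, Itga6 at -0.41 and Mcl1 at 0.10; without ischemic HDAC2-/- replicate 1 Hspa1l was at -1.41 and Jun at -1.42; without ischemic HDAC2-/- replicate 2 Stat3 was at -0.33; and without ischemic HDAC2-/- replicate 3 Hspa1l was at -0.58, Hsph1 at -0.38, Jun at -0.47 and Itgam at -0.37.
The paper gives these heat maps as selected and does not state how their genes were chosen; if they were chosen on these arrays, the tally is not independent evidence of a direction. Of 8 genes of the first map with a probe set of 1 symbol, 7 were lower in ischemic HDAC2-/- kidneys, with a median of -0.50. In the map of stress and signalling genes, 17 of 21 were lower, with a median of -0.26. This median was -0.42 and -0.14 without ischemic HDAC2-/- replicates 1 and 2. In the map of adhesion, myeloid and chemokine genes, 15 of 17 were lower, with a median of -0.38. Without ischemic WT replicate 1 it was 10 of 17, with a median of -0.06. No gene of the 3 maps passed the test between the ischemic groups in limma, and 3, 4 and 6 had an unadjusted p under 0.05. These counts were 5, 9 and 6 without ischemic HDAC2-/- replicate 1 and 1, 2 and 2 without ischemic HDAC2-/- replicate 2. They were 1, 0 and 3 without ischemic HDAC2-/- replicate 3 and 2, 2 and 5 without ischemic WT replicate 2.
Against kidneys without ischemia, 8 of 8, 19 of 21 and 14 of 17 genes of the 3 maps rose in WT mice at an adjusted p under 0.05 from limma, and 5, 16 and 11 rose in HDAC2-/- mice. The response of HDAC2-/- mice less that of WT mice had a median of -0.63, -0.22 and -0.32 over the 3 maps, with 7 of 8, 13 of 21 and 12 of 17 genes below 0 and none past the test in limma. The median of the second map was -0.13 without HDAC2-/- replicate 2, and -0.37 and -0.11 without ischemic HDAC2-/- replicates 1 and 2. That of the third map was -0.06 without ischemic WT replicate 1.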

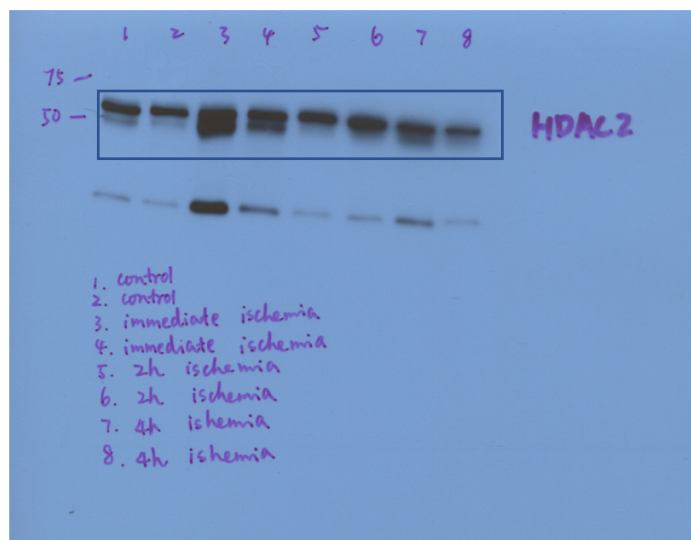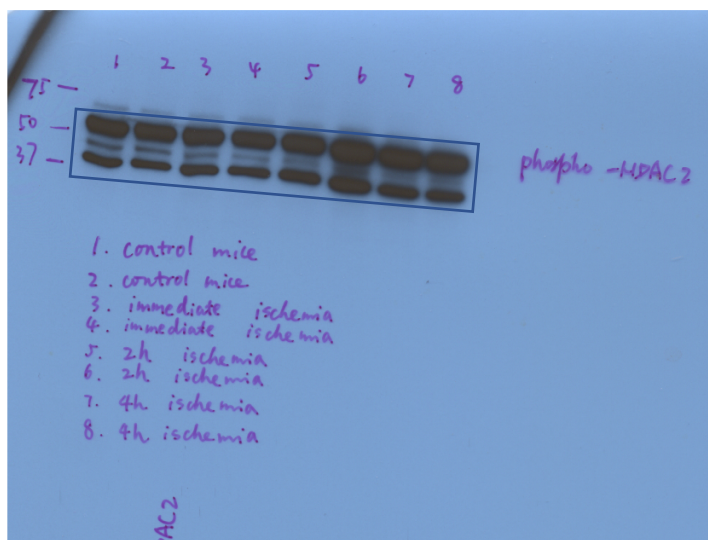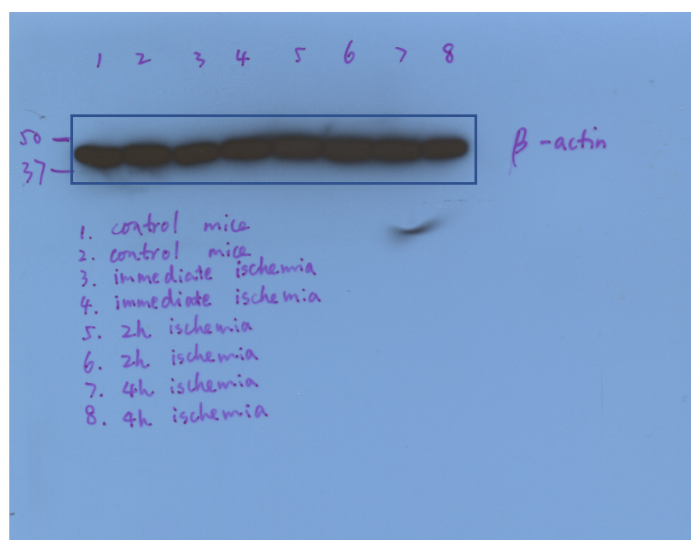

Suppl. Fig. S4. Original blots for Suppl. Fig. S3A.

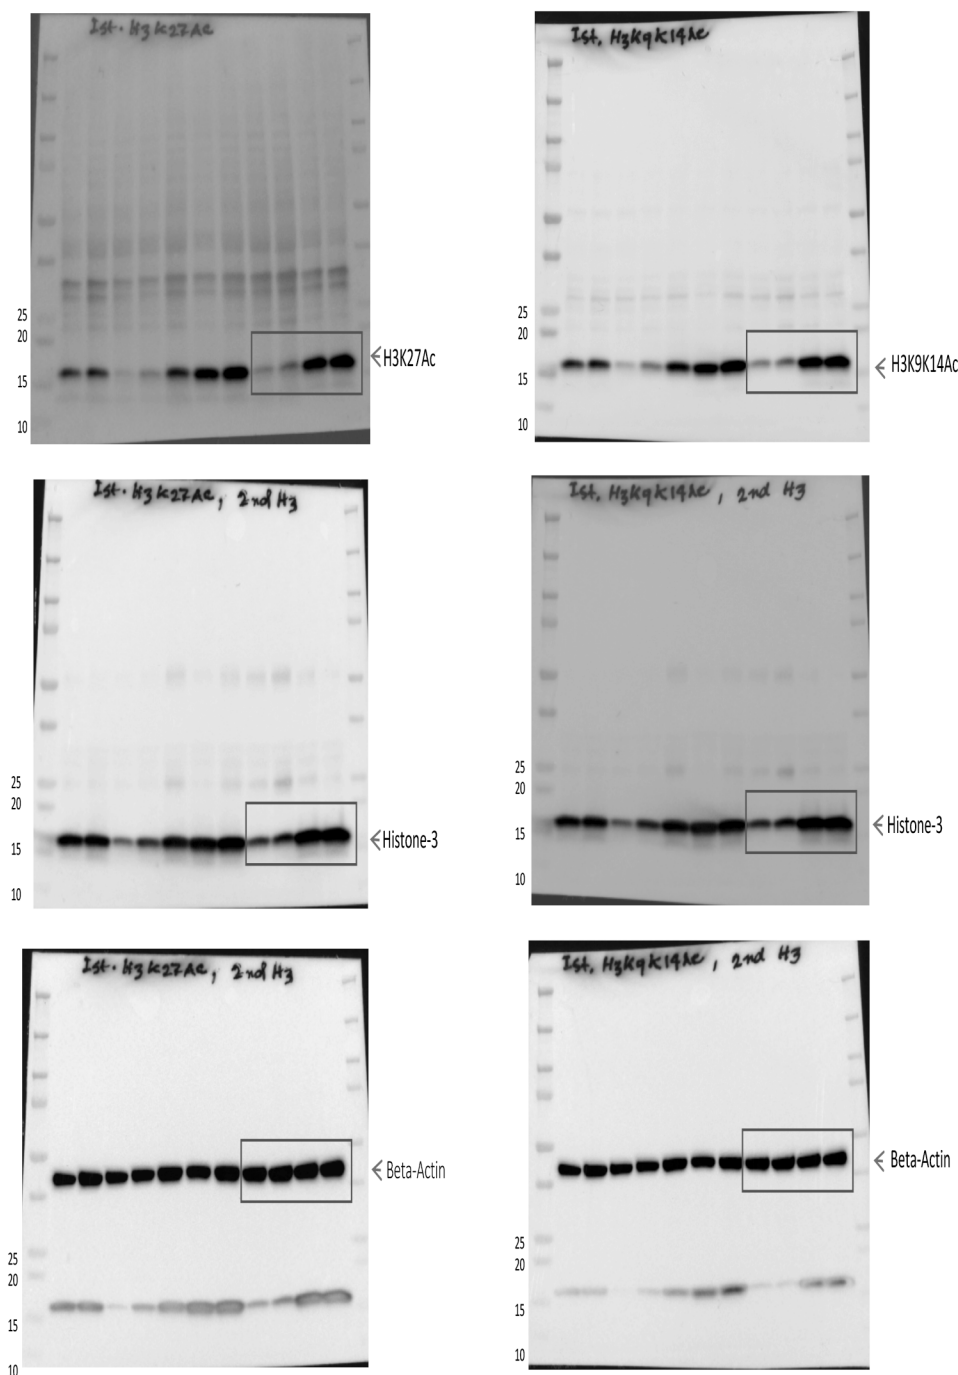

Suppl. Fig. 5. Original blots for Suppl. Fig. 5d. Western blots using nuclear extracts from kidneys from mice treated with DMSO (left 2 lanes of boxed area) or HDAC2i (10 mg/kg/d, right 2 lanes of boxed area); data are representative of 3 independent experiments. Gels were initially probed for H3K29Ac (left) or H3K9K14Ac (right), then Histone-3, and lastly for beta-actin.

How the deposited data were processed for this re-analysis (not part of the article)

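Kidneys of 12 female mice, 3 in each of 4 groups, were measured on 12 GeneChip Mouse Gene 2.0 ST arrays. The groups were WT and HDAC2-/- mice without ischemia and WT and HDAC2-/- mice 4 h after 28 min of warm ischemia. No sham operation is mentioned for the mice without ischemia, so changes given here as changes after ischemia include those of the surgery. Each sample label gave the genotype, the state and a replicate number from 1 to 3. The labels give the genotypes as wild type ERT2cre and HDAC2fl/fl-ERTcre, and the paper describes the controls as WT B6 mice. The paper gives a core temperature of 36.5 °C during ischemia and whole kidneys, and the sample labels give 37 °C and renal cortex.

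The authors normalized the arrays together by robust multiarray average (RMA) in Transcriptome Analysis Console 4.0. The background and summarization settings and the version of the library file are not named in the paper's text. The deposited values run from 1.58 to 14.51 and were used on the log2 scale as deposited. Of 34472 probe sets, 23521 carried 1 gene symbol in the annotation table, 1814 carried several, and 9137 were not in that table. The table gave 22180 genes. Where a gene had several probe sets, the one with the highest mean over all arrays stood for it in gene lists. Gene symbols of the lists were matched through the gene table of assembly GRCm38.p6, which was used only for names and for the order of neighbouring genes. The arrays give no depth; their number limits the precision.

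limma 3.58.1 in R 4.3.3 was used to fit 1 mean per group to all 12 arrays, with empirical Bayes moderation (8 residual and 5.94 prior degrees of freedom), and p values were adjusted by the method of Benjamini and Hochberg over all probe sets. The 6 comparisons between 2 groups were tested, together with the difference of the responses to ischemia, the genotype over both states and ischemia over both genotypes. Probe sets with an adjusted p under 0.05 were called changed. Probe sets with an unadjusted p under 0.05 and a change of at least 2-fold were counted separately. The paper's text and the legend of Suppl. Fig. 3 give 2-fold and p under 0.05 without stating whether p was adjusted. The methods name an adjusted p under 0.05, and the labels of the series name an adjusted p under 0.1 with more than 1.5-fold, which was run as an alternative. Single genes were also compared by two-sided exact permutation tests, where 3 arrays against 3 give no p under 0.1. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

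Before the data were examined, 31 gene lists with 561 genes were fixed, of which 508 genes had a probe set of 1 symbol. The paper names Edn1, heat shock and chemokine genes from these same arrays. Adjustment over the endothelin, heat shock or chemokine list alone therefore leaves out that choice. The genes of the 3 heat maps were read from a picture and tallied without a test, and 27 lists were tested with camera with an estimated correlation, adjusted over the lists within a comparison. Camera with a correlation preset at 0.01 and fry were run as alternatives. The genes named in the text are those the paper names beside the arrays, those with the 10 largest rises and falls per comparison among called genes of 1 symbol whose arrays do not overlap between the groups, and the members of a list with the largest changes, or the 2 with the smallest p where none was called. Thbs2, Retnla and Sprr2f, and the comparison of Edn1 over both states, were added after their values were seen. Predicted genes and gene segments were counted but not named under the rule of largest changes.

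The fit was tested on simulated data. Arrays were simulated from the mean and spread of each of 34472 probe sets, and in each of 5 runs 200 probe sets were shifted in the ischemic HDAC2-/- group. Against ischemic WT, limma called 9.3%, 62.3% and 96.8% of shifts of 0.5, 1 and 2 on the log2 scale, with 4.64% of all calls false. Camera called 10 of 10 lists of 25 probe sets shifted by 0.5 and 0 of 10 lists that were not shifted. These lists were drawn at random and the simulated noise was independent between probe sets. The simulation therefore does not show what camera would find in lists of correlated genes. In the real arrays the first component held 34.9% of the residual variance, so probe sets varied together. The shares that limma called, and its share of false calls, can therefore differ in the real arrays.

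The alternatives fixed before the data were examined were centring of each array on its median, quantile normalization, a mean log2 value of at least 5, probe sets of 1 symbol only, a fit to only the groups compared, empirical Bayes with trend and robust settings, no empirical Bayes step, array weights, the replicate number as a block, leaving out each array in turn, the other thresholds, Tukey's test after a fit to Edn1 alone, and the other list tests. Adding the level of 123 probe sets for small nuclear and nucleolar RNAs as a covariate, and leaving out both arrays with the lowest weights, ischemic WT replicate 2 and HDAC2-/- replicate 3, were chosen after seeing the data. The measurements at 24 h, the transplant experiments and the blots are not analysed here.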

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

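The tests of the score of small RNAs, of Edn1 with that score as covariate, of Edn1 without ischemic WT replicate 2, and of the counts without both arrays of lowest weight were chosen only after the result was seen.

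Ischemia raised genes that the paper does not discuss. Krt20, a keratin, was higher by 5.22 on the log2 scale in ischemic than in unischemic WT kidneys and by 5.10 in HDAC2-/- kidneys, with no overlap between the arrays. Tril, a partner of toll-like receptors, stood at -2.63 in WT kidneys, and Aplnr, the apelin receptor, at -2.22 in HDAC2-/- kidneys. In HDAC2-/- kidneys the median change of 26 immediate early genes was 1.56 and that of 22 markers of tubular injury and repair was 1.50, and the paper tests neither group.

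Atp6v0d2 and Slc26a4, the 2 genes of loop of Henle, distal tubule and collecting duct with the smallest p between the ischemic groups, and Thbs2, picked after its value was seen, moved to opposite sides in the genotypes: every ischemic WT array lay above the WT mean without ischemia and every ischemic HDAC2-/- array lay below the HDAC2-/- mean. The HDAC2-/- response less the WT response was -1.07 for Atp6v0d2, a subunit of the proton pump of intercalated cells, -1.15 for Slc26a4, the chloride and bicarbonate exchanger pendrin, and -0.77 for Thbs2, a matrix protein. The direction in single arrays was not tested, and none of these differences passed the test over all probe sets (adjusted p = 0.956 from limma for each).

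After ischemia 4730 probe sets were called in WT and 1691 in HDAC2-/- kidneys, 2.8 times as many. With array weights, which give less weight to arrays that stand apart from their group, the ratio was 0.945, and without the 2 arrays of lowest weight it was 1.14, so arrays that stand apart are a candidate cause of the difference in number. The ratio was 3.87 without the empirical Bayes step, 1.57 without ischemic WT replicate 2, 5.51 and 5.91 without HDAC2-/- replicates 1 and 2, and 5.12 without ischemic HDAC2-/- replicate 3. A smaller response in HDAC2-/- kidneys is left open: HDAC2-/- less WT, the mean rise differed by -0.17 (exact permutation p = 0.3; -0.276 to -0.084 when each array was left out) and the mean fall by 0.28 (exact permutation p = 0.1; 0.088 to 0.383), and 3 arrays against 3 allow no p under 0.1. These permutation tests compare ischemic arrays less the mean of their unischemic group, and leave out the spread of the unischemic arrays. The 2 explanations can hold together, and the counts alone do not show a weaker response.

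Within groups, the arrays were spread along the mean level of 123 probe sets for small nuclear and nucleolar RNAs, and 4106 probe sets followed this score, which the paper does not report. As deviations from group means, the score and the first component of the other probe sets had Pearson's r = 0.977 (permutation p = 0.00154) and Spearman's rho = 0.972 (permutation p = 0.00231) over 12 arrays, and r = 0.964 without the 2 farthest arrays. The spread was 0.396 (SD) in unischemic and 0.422 in ischemic groups, a ratio of 0.939. The severity of ischemic injury cannot account for the spread among unischemic arrays. Whether it adds to the spread among ischemic arrays is not decided, because each SD rests on few arrays. The quality, amount or labelling of the RNA of single arrays may give such a spread, but no measure of it is in the files, so it cannot be told apart from a difference between the animals or in the tissue taken. No biological explanation other than injury was tested.

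Edn1 stood at -0.82 (SE 0.26) in ischemic HDAC2-/- against ischemic WT kidneys and followed the score within groups. With the score as covariate the difference was -0.57 (SE 0.16), so the score may account for part of it. Whether the score accounts for all of it is not decided. A score chosen after seeing the data and measured with error can leave part of its effect in the fit. Without ischemic WT replicate 2, the array farthest above its group mean, the difference was -0.53 (SE 0.25), still more than 2 SE from 0. Neither difference passed the test over all probe sets (adjusted p = 0.486 and adjusted p = 0.999 from limma). The genotype is among the open explanations, together with the score and differences between single animals.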

How the results depend on the processing

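The covariate for small RNAs and the fit without both arrays of lowest weight were chosen only after the data were seen. Of the values of other genes and lists under an alternative, 3723 kept their direction and their side of the threshold, 126 lost a call, 65 gained one and 7 changed direction. All 7 were of Havcr1 between the ischemic groups, which stood at -0.02 and turned to 0.001 with quantile normalization, 0.831 with array weights, 0.297 with the covariate, 0.575 without both arrays of lowest weight, 0.575 without ischemic WT replicate 2, and 0.405 and 0.10 without ischemic HDAC2-/- replicates 1 and 2; leaving out each array in turn it ran from -0.565 to 0.575. The exceptions among counts, Edn1, Hdac2 and the heat shock and chemokine lists follow, and the cause was not tested. The arrays limit what can be seen between the genotypes, where changes of 0.5 on the log2 scale were mostly missed in simulated data.

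A stricter or looser rule moves counts by its construction. At least 2-fold and an adjusted p under 0.05 gave 1147 probe sets after ischemia in WT, 576 in HDAC2-/-, 608 for ischemic HDAC2-/- against unischemic WT, 1044 for unischemic HDAC2-/- against ischemic WT and 734 for ischemia over both genotypes. At least 2-fold with an unadjusted p under 0.05 gave 1177, 617, 651, 1091 and 737 for the same comparisons, 63 between the ischemic groups, 9 between the unischemic groups, 92 for the difference of responses and 17 for genotype over both states. An adjusted p under 0.1 and over 1.5-fold gave 3083 for ischemia over both genotypes and 1 for genotype.

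With array weights, limma called 6356 probe sets after ischemia in HDAC2-/-, 3 between the ischemic groups, 5637 for ischemic HDAC2-/- against unischemic WT, 6499 for unischemic HDAC2-/- against ischemic WT, 9558 for ischemia over both genotypes and 1 for genotype; 22 were at least 2-fold between the unischemic groups, and Hdac2 there turned to -0.083. Without the empirical Bayes step there were 844 calls after ischemia in HDAC2-/-, 1155 and 2712 for the same crossed comparisons, and 41 at least 2-fold between the ischemic groups, and the rise of Edn1 in WT, 1.04, no longer passed (adjusted p = 0.0825). Fitting only the groups compared gave 2207 for unischemic HDAC2-/- against ischemic WT. Probe sets of 1 symbol gave 34 at least 2-fold (0.145%) between the ischemic and 3 (0.0128%) between the unischemic groups. Over all probe sets these shares were 0.183% and 0.0261%, so the counts fell by more than the number of probe sets tested. Genotype over both states gained 1 call with a mean log2 value of at least 5, 1 with trend and robust settings and 1 with the covariate. These calls, and the 1 with array weights, were of the same probe set, 17467458, which has no single symbol, at 1.16 to 1.23. Leaving out ischemic WT replicate 2 or ischemic HDAC2-/- replicate 1 called it too, beside others. The replicate block gave 2 calls, of other probe sets, and leaving out ischemic HDAC2-/- replicate 2 also called another. In the main fit the smallest adjusted p for genotype was 0.0518 from limma. Under the block, the heat shock, immediate early and injury lists in HDAC2-/- had adjusted p = 0.0554, and the list of extracellular matrix and fibrosis passed between the unischemic groups (adjusted p = 0.0393). The paper and the labels do not say that the replicate numbers pair the arrays. Of 18 pairs of arrays with the same number in different groups, 8 had residuals correlated above 0.1, against 10 of 36 pairs with different numbers, and 6 of 12 arrays correlated best on average with arrays of their own number, so a pairing is neither shown nor excluded.

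The heat shock list in HDAC2-/- also lost its call with median centring (0.0863), a mean log2 value of at least 5 (0.0786), the covariate (0.0806) and without both arrays of lowest weight (0.203). Immediate early genes and injury markers in HDAC2-/- lost theirs with median centring (0.0745), a mean log2 value of at least 5 (0.0786) and without both arrays of lowest weight (0.203), and immediate early genes also with the covariate (0.0806). With a correlation preset at 0.01, heat shock genes passed in WT (4.98e-17), in HDAC2-/- (2.61e-17), between the ischemic groups (0.00814) and in the difference of responses (0.00521), where they had adjusted p = 0.0768, 0.0499, 0.763 and 0.69 with an estimated correlation. Chemokines passed in WT (0.00215), in HDAC2-/- (0.00109) and between the ischemic groups (0.0471), where they had adjusted p = 0.462, 0.47 and 0.763 with an estimated correlation. With fry, heat shock genes passed in WT (0.000113) and in HDAC2-/- (0.00037).

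With the covariate there were 2987 calls after ischemia in HDAC2-/- and 3351 for ischemic HDAC2-/- against unischemic WT, and Edn1 passed in HDAC2-/- at 0.71. Without both arrays of lowest weight there were 3912 and 3631, 1 between the ischemic groups (Retnla at -3.46, named after its value was seen) and 25 at least 2-fold between the unischemic groups; Edn1 in WT was 0.75 and did not pass (adjusted p = 0.0504), and Hdac2 between the unischemic groups turned to -0.165.

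Leaving out each array in turn, calls ran from 2675 to 5418 after ischemia in WT, 744 to 2848 in HDAC2-/-, 0 to 1 between the ischemic groups, 0 to 1 between the unischemic groups, 936 to 2730 for ischemic HDAC2-/- against unischemic WT, 2155 to 4866 for unischemic HDAC2-/- against ischemic WT, 0 to 1 for the difference of responses and 0 to 4 for genotype. At least 2-fold were 56 to 136 between the ischemic and 10 to 41 between the unischemic groups. Edn1 ran from 0.75 to 1.24 in WT, 0.35 to 0.83 in HDAC2-/-, -1.10 to -0.53 between the ischemic groups, -0.52 to -0.23 between the unischemic groups, -0.70 to -0.13 in the difference of responses, -0.75 to -0.47 for genotype, a comparison added after seeing the data, and from -0.053 to 0.43 for ischemic HDAC2-/- against unischemic WT, where it turned without ischemic HDAC2-/- replicate 1. Hdac2 ran from -0.165 to 0.22 between the unischemic groups and from -0.024 to 0.17 for genotype, and turned without HDAC2-/- replicate 3. The adjusted p of heat shock genes ran from 0.0398 to 0.134 in WT and from 0.0356 to 0.134 in HDAC2-/-. That of chemokines ran from 0.178 to 0.965 between the ischemic groups and from 0.565 to 0.965 in the difference of responses, and their direction turned without ischemic WT replicate 1 (adjusted p = 0.865 and 0.565).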

Differences from the paper's values

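The smallest share of transcripts changed by at least 2-fold at an unadjusted p under 0.05 was 0.0261% here, between HDAC2-/- and WT kidneys without ischemia, and the paper's value is 0.05%, at a p that its text does not call adjusted or unadjusted. Among the alternatives set before the data were examined, array weights (0.0638%), leaving out WT replicate 1 (0.0696%) and leaving out HDAC2-/- replicate 3 (0.0725%) come within 1.5 times the paper's value, and no other alternative does. The genotype over both states, which is not a pairing of groups, gives 0.0493%. The largest share, 3.41% here against the paper's 3.68%, differs by less. The paper counts 34772 transcripts and the deposited table holds 34472 probe sets.

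Between ischemic and unischemic HDAC2-/- kidneys, 158 probe sets were decreased at the same rule, against about 300 in Suppl. Fig. 3B, read by eye. Array weights (329), leaving out HDAC2-/- replicate 3 (298) and leaving out ischemic HDAC2-/- replicate 1 (252) come within 1.5 times that value, and no other alternative set before the data were examined does.

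Between ischemic HDAC2-/- and ischemic WT kidneys, 22 probe sets were decreased, against about 35 in Suppl. Fig. 3B, read by eye. Empirical Bayes with trend and robust settings (24), the replicate block (24), and leaving out ischemic WT replicate 1 (30) or 2 (46) come within 1.5 times that value, and no other alternative set before the data were examined does.

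The paper states that heat shock and chemokine responses were decreased in ischemic HDAC2-/- mice. Here 17 of 25 heat shock genes and 24 of 34 chemokines were lower than in ischemic WT kidneys, and neither list passed (adjusted p = 0.763 for both with an estimated correlation), while both passed with a correlation preset at 0.01 (adjusted p = 0.00814 and 0.0471). The chemokine count turned to 15 lower and 19 higher without ischemic WT replicate 1. The paper states that Edn1 rose in ischemic WT but not in ischemic HDAC2-/- mice, as in the fit with limma here, while with the small RNA covariate, chosen after seeing the values, the rise of 0.71 in HDAC2-/- mice also passed (adjusted p = 0.0132).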

Other observations

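The tests of other splits of the arrays were fixed before the data were examined, and the injury, interferon, distal tubule, fat and adrenal, matrix and substrain lists compared between the genotypes were picked for description after the result was seen.

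Beyond heat shock and chemokine genes, single genes of several stress groups rose after ischemia in both genotypes, while few of these groups passed as sets with an estimated correlation. Of 26 measured immediate early genes, 22 rose in WT and 21 in HDAC2-/- kidneys (23 and 24 adjusted over the list alone), among them Dusp5, a phosphatase, by 3.03 and Klf6, a transcription factor, by 2.57 in WT. Of 26 cytokine and NF-kappaB targets, 19 rose in WT and 16 in HDAC2-/- kidneys (19 and 19 adjusted over the list alone), with the cytokine Il6 higher by 2.80 and 2.91. Of 22 markers of tubular injury and repair, 19 rose in WT and 16 in HDAC2-/- kidneys (20 and 19 adjusted over the list alone), with Tnfrsf12a, the receptor of TWEAK, higher by 3.45 and 3.79 and Timp1, an inhibitor of matrix metalloproteinases, by 2.42 and 2.41. Of 15 genes of the response to oxidative stress and of metallothioneins, 8 rose and 1 fell in WT and 7 rose in HDAC2-/- kidneys (8 and 1, and 8, adjusted over the list alone), with Hmox1, which degrades heme, higher by 3.41 and 3.42. Of 21 genes of the unfolded protein response, 13 rose in WT and 6 in HDAC2-/- kidneys (13 rose and 1 fell, and 8 rose, adjusted over the list alone), with Chac1 higher by 2.84 and 3.03. Of 16 p53 targets, 7 rose and 1 fell in WT and 5 rose in HDAC2-/- kidneys (8 and 1, and 8, adjusted over the list alone), with the kinase Plk3 higher by 3.27 and 3.13. Of 18 endothelial genes, 3 rose and 7 fell in WT and 2 rose and 5 fell in HDAC2-/- kidneys (3 and 7, and 4 and 6, adjusted over the list alone), with the transcription factor Sox18 at -1.47 in WT. As sets, immediate early genes and injury markers passed in HDAC2-/- kidneys at adjusted p = 0.0499 with an estimated correlation, and both lost this call without WT replicate 2 or 3, HDAC2-/- replicate 1, 2 or 3, or ischemic WT replicate 2 or 3 (0.0511 to 0.134); in WT they had adjusted p = 0.0941 and adjusted p = 0.0768, and 0.0406 and 0.0398 without ischemic HDAC2-/- replicate 1, and the other lists of this paragraph did not pass in either genotype. Cytokine and NF-kappaB targets passed in WT without ischemic HDAC2-/- replicate 1 (0.0398) and in HDAC2-/- without ischemic WT replicate 1 (0.0475) or ischemic HDAC2-/- replicate 1 (0.0246), 2 (0.0425) or 3 (0.0412), and genes of the response to oxidative stress passed in HDAC2-/- without ischemic WT replicate 1 (0.0475) or ischemic HDAC2-/- replicate 2 (0.0425). With a correlation preset at 0.01 and with fry, all lists of this paragraph except the endothelial genes passed in both genotypes, with adjusted p of at most 1.62e-05 and 0.011. The endothelial genes had 0.159 and 0.449 with the preset correlation and 0.0401 and 0.354 from fry in WT and HDAC2-/- kidneys.

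Markers of some cell types also moved after ischemia. Of 16 neutrophil genes, 7 rose in WT and 3 in HDAC2-/- kidneys (9 and 6 adjusted over the list alone), with medians of 0.63 and 0.40 (0.25 in HDAC2-/- without ischemic HDAC2-/- replicate 1). As a set they had adjusted p = 0.395 and adjusted p = 0.456 with an estimated correlation, 2.64e-05 and 0.000409 with a preset correlation, and 0.0318 and 0.139 from fry. Of 10 podocyte genes, 2 fell in WT and 2 in HDAC2-/- kidneys (4 and 6 adjusted over the list alone), with medians of -0.46 and -0.67, adjusted p = 0.444 and adjusted p = 0.233 with an estimated correlation, 0.0317 and 0.000916 with a preset correlation, and 0.0497 and 0.0342 from fry. Of 15 genes of perirenal fat and adrenal, 14 were higher in WT kidneys after ischemia, with a median of 0.22 and 3 past the test in limma (3 adjusted over the list alone; adjusted p = 0.444 with an estimated correlation, 0.00921 with a preset correlation and 0.0569 from fry). In ischemic HDAC2-/- kidneys 12 of the 15 were lower than in ischemic WT kidneys, with a median of -0.18 (-0.29 without ischemic WT replicate 2 and -0.10 without ischemic HDAC2-/- replicate 1) and none past the test in limma (4 at an unadjusted p under 0.05, 0 adjusted over the list alone; adjusted p = 0.763 with an estimated correlation, 0.0151 with a preset correlation and 0.74 from fry). Whether the tissue taken differed between the groups is left open.

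At 4 h, HDAC2-/- kidneys were lower than WT kidneys in 18 of 22 injury markers, with a median of -0.21 (-0.04 and -0.50 without ischemic WT replicates 2 and 3, -0.36 and -0.08 without ischemic HDAC2-/- replicates 1 and 2) and none past the test in limma (5 at an unadjusted p under 0.05, 1 lower adjusted over the list alone; adjusted p = 0.763 with an estimated correlation, 0.000365 with a preset correlation and 0.74 from fry). Lcn2, which encodes NGAL, rose by 3.58 in WT and 3.33 in HDAC2-/- kidneys and stood at -0.92 between the genotypes (SE 0.18, adjusted p = 0.551 from limma), lower in 3 of 3 arrays. It was already lower without ischemia, at -0.67 (SE 0.18), with no overlap of the arrays and not past the test. The HDAC2-/- rise less the WT rise was -0.25 (SE 0.26, adjusted p = 0.957 from limma). This was -0.44 and -0.14 without ischemic HDAC2-/- replicates 1 and 2. Over both states Lcn2 stood at -0.79 (adjusted p = 0.278 from limma), and without ischemic HDAC2-/- replicate 1 at -0.89 (adjusted p = 0.0408 from limma). Havcr1, which encodes KIM-1, rose by 1.84 in WT kidneys (adjusted p = 0.0291 from limma; 0.108 without WT replicate 2, 0.0879 without WT replicate 3 and 0.133 without ischemic WT replicate 2) and by 2.88 in HDAC2-/- kidneys. HDAC2-/- less WT, Havcr1 stood at -1.06 without ischemia (SE 0.52, adjusted p = 1 from limma), with no overlap of the arrays, and at -0.02 at 4 h (SE 0.52, adjusted p = 0.996 from limma). The latter was -0.19, 0.58 and -0.45 without ischemic WT replicates 1, 2 and 3, and 0.41, 0.10 and -0.57 without ischemic HDAC2-/- replicates 1, 2 and 3. Of interferon-stimulated genes, 18 of 19 were lower in ischemic HDAC2-/- kidneys, with a median of -0.34 (-0.19 without ischemic WT replicate 2) and none past the test in limma (7 at an unadjusted p under 0.05, 4 adjusted over the list alone). The list had adjusted p = 0.2 with an estimated correlation, 2.84e-08 with a preset correlation and 0.103 from fry. Of 22 genes of loop of Henle, distal tubule and cortical collecting duct, 14 were lower and 8 higher in ischemic HDAC2-/- kidneys, with a median of -0.24 (-0.13 without ischemic HDAC2-/- replicate 2) and none past the test in limma (7 lower and 3 higher at an unadjusted p under 0.05, 6 lower and 1 higher adjusted over the list alone). That list had adjusted p = 0.763 with an estimated correlation, 0.00814 with a preset correlation and 0.74 from fry. Without ischemia, 21 of 21 genes of extracellular matrix and fibrosis were lower in HDAC2-/- kidneys, with a median of -0.40 (-0.24 without WT replicate 1) and none past the test in limma (5 at an unadjusted p under 0.05), adjusted p = 0.505 with an estimated correlation, 2.69e-14 with a preset correlation and 0.791 from fry.

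Of 7 measured genes of the endothelin system, 3 rose in WT kidneys and none passed in HDAC2-/- kidneys (3 rose and 2 fell, and 1 rose and 1 fell, adjusted over the list alone). Ednrb, an endothelin receptor that the paper measured at 24 h, rose at 4 h by 0.87 in WT kidneys (SE 0.25, adjusted p = 0.0321 from limma; 0.0929 without WT replicate 1, 0.136 without WT replicate 2 and 0.122 without ischemic WT replicate 3) and stood at 0.52 in HDAC2-/- kidneys (SE 0.25, adjusted p = 0.309 from limma; 0.29 without ischemic HDAC2-/- replicate 2). Dot1l, a histone methyltransferase, rose by 1.06 in WT kidneys (SE 0.24, adjusted p = 0.0099 from limma) and stood at 0.78 in HDAC2-/- kidneys (adjusted p = 0.0859 from limma; 0.51 without ischemic HDAC2-/- replicate 1; 1.04, passing at 0.0261, without ischemic HDAC2-/- replicate 2).

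DNA next to a targeted gene can differ between strains. Of the 100 named genes nearest to Hdac2 in assembly GRCm38.p6, 0 were called for genotype over both states by limma and 6 had an unadjusted p under 0.05, which is 6% against 3.71% of the other genes (Fisher's exact test, p = 0.278). Of 9 measured genes known to differ between mouse substrains, 8 were lower in ischemic HDAC2-/- than in ischemic WT kidneys, with a median of -0.28 (-0.13 without ischemic HDAC2-/- replicate 3) and none past the test in limma (2 at an unadjusted p under 0.05, 0 adjusted over the list alone), adjusted p = 0.2 with an estimated correlation, 0.0151 with a preset correlation and 0.103 from fry. A difference of strain between the groups is left open.

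The arrays of 2 groups can be split in 10 ways, too few for a share under 0.05. Ischemia in WT gave 4730 calls against at most 0 in the other splits, ischemia in HDAC2-/- gave 1691 against 0, ischemic HDAC2-/- against unischemic WT gave 2084 against 0, and unischemic HDAC2-/- against ischemic WT gave 4101 against 2; in each, 1 split reached the real count. Between the genotypes the real counts were 0 at 4 h and 0 without ischemia, which all 10 splits reached, as any split must, and the highest other count was 2 in both. At least 2-fold with an unadjusted p under 0.05 were 1177 against at most 104 in WT, 617 against 160 in HDAC2-/-, 651 against 49 and 1091 against 173 in the crossed comparisons. Between the ischemic groups 63 stood against 102, and 2 of 10 splits reached the real count. Between the unischemic groups 9 stood against 106, and 9 of 10 splits reached it, so some splits other than by genotype call more probe sets than the genotype does, and the cause was not tested. Of 100 splits within the states, all 100 reached the 0 calls of the difference of responses and of genotype, as any split must, with highest other counts of 2 and 1. For ischemia over both genotypes, the 100 splits were made within the genotypes. Only the labelled split reached the 6358 calls, and the highest other was 717. A share of 1 in 100 is the smallest that 100 splits allow, so a count this large is rare by chance.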
